# Phospholamban antisense oligonucleotides improve cardiac function in murine cardiomyopathy

**DOI:** 10.1038/s41467-021-25439-0

**Published:** 2021-08-30

**Authors:** Niels Grote Beverborg, Daniela Später, Ralph Knöll, Alejandro Hidalgo, Steve T. Yeh, Zaher Elbeck, Herman H. W. Silljé, Tim R. Eijgenraam, Humam Siga, Magdalena Zurek, Malin Palmér, Susanne Pehrsson, Tamsin Albery, Nils Bomer, Martijn F. Hoes, Cornelis J. Boogerd, Michael Frisk, Eva van Rooij, Sagar Damle, William E. Louch, Qing-Dong Wang, Regina Fritsche-Danielson, Kenneth R. Chien, Kenny M. Hansson, Adam E. Mullick, Rudolf A. de Boer, Peter van der Meer

**Keywords:** Cardiomyopathies, Heart failure, Drug development, Translational research

## Abstract

Heart failure (HF) is a major cause of morbidity and mortality worldwide, highlighting an urgent need for novel treatment options, despite recent improvements. Aberrant Ca^2+^ handling is a key feature of HF pathophysiology. Restoring the Ca^2+^ regulating machinery is an attractive therapeutic strategy supported by genetic and pharmacological proof of concept studies. Here, we study antisense oligonucleotides (ASOs) as a therapeutic modality, interfering with the PLN/SERCA2a interaction by targeting *Pln* mRNA for downregulation in the heart of murine HF models. Mice harboring the PLN R14del pathogenic variant recapitulate the human dilated cardiomyopathy (DCM) phenotype; subcutaneous administration of PLN-ASO prevents PLN protein aggregation, cardiac dysfunction, and leads to a 3-fold increase in survival rate. In another genetic DCM mouse model, unrelated to PLN (*Cspr3/Mlp*^*−/−*^), PLN-ASO also reverses the HF phenotype. Finally, in rats with myocardial infarction, PLN-ASO treatment prevents progression of left ventricular dilatation and improves left ventricular contractility. Thus, our data establish that antisense inhibition of PLN is an effective strategy in preclinical models of genetic cardiomyopathy as well as ischemia driven HF.

## Abstract (web summary)

Heart failure is a major cause of morbidity and mortality worldwide. Here the authors show that subcutaneous administration of antisense oligonucleotides targeting PLN is an effective strategy in preclinical models of genetic cardiomyopathy and ischemia-driven heart failure.

## Introduction

Despite advances in treatment, HF patients have poor long-term outcomes with 5-year mortality rates of 50%, exceeding common forms of cancer such as prostate and breast cancer^1–3^. The need for a therapy capable of addressing the root cause of cardiac dysfunction in HF remains high^4^. One of the key features of HF is aberrant Ca^2+^ cycling, which impairs cardiac muscle contraction, and is associated with cardiac arrhythmias and adverse remodeling^5–7^. A critical contributor is reduced activity of the sarcoplasmic reticulum Ca^2+^-ATPase (SERCA2a), accompanied by a relative increase of unphosphorylated phospholamban (PLN), a SERCA2a inhibitor^8–10^. PLN is a principal regulator of SERCA2a activity, maintaining appropriate sarcoplasmic reticulum Ca^2+^ cycling, which has been shown critical for cardiac relaxation and contraction^11^. Evidence based HF treatments primarily target neurohormonal systems, while the assumed crucial calcium handling proteins are left untouched. There have been attempts to target SERCA2a and its partners. To date, most efforts have focused on increasing SERCA2a expression using adeno-associated virus based gene therapy in multiple preclinical models of HF, including aortic-banded rats^12^, volume overloaded pigs^13^, and cardiomyocytes from failing human hearts^14^ and also clinical trials^15^. In preclinical studies, SERCA2a overexpression prevented cardiac dysfunction or improved cardiac function; however, the CUPID 2 trial, assessing AAV1 mediated SERCA2a gene delivery in human patients with HF failed to show any clinical benefit^15^. In a selective subset of patients with deteriorating disease, no adequate levels of vector DNA were detected, providing a possible explanation for the lack of efficacy^15^. An alternative strategy is to target PLN instead. Excessive PLN mediated inhibition of SERCA2a activity is suggested to be an important contributor to the pathogenesis of HF. This is illustrated by studies demonstrating improved cardiac function and mitigation of HF following genetic manipulation of PLN^8,16^. Genetic depletion of PLN rescued cardiac function in a genetic mouse model lacking muscle LIM protein (*Cspr3/Mlp*^*−/−*^)^8^. Expression of non-inhibitory PLN (point-mutants or pseudo-phosphorylated PLN) has also been shown to improve contractility in vitro and in cardiomyopathic hamsters^8,16^. Importantly, human PLN variants, such as the deletion of arginine at location 14 (R14del), are associated with severe forms of cardiomyopathy^17,18^.

The PLN/SERCA2a interaction has been difficult to target by conventional small-molecule drugs^19^. Thus, the PLN/SERCA2a axis has remained an unfulfilled promise as a therapeutic target. Antisense oligonucleotides (ASOs) provide the possibility to dose-dependently inhibit protein expression without the need for genetic manipulation. ASOs have recently achieved clinical success in ameliorating diseases such as spinal muscular atrophy, transthyretin (TTR) amyloidosis, and hyperlipidemia^20^. Improvements in ASO potency and delivery through advances in medicinal chemistry offer the potential to target tissues beyond the liver such as skeletal muscle and heart^21–23^. A previous report showed cardiac PLN downregulation and short-term improvements in cardiac contractility following hydrodynamic intravenous delivery of a locked nucleic acid (LNA)-modified gapmer ASO targeting PLN in mice with pressure overload induced HF^23^. With such recent advances, we set out to more rigorously design, screen and evaluate mouse- and rat-specific gapmer ASOs containing constrained ethyl (cET)-modifications. In this work, we show that ASOs targeting PLN decrease cardiac *Pln* mRNA expression resulting in significant PLN protein reductions. This prevents or reverses cardiac dysfunction in three different rodent models of HF and cardiomyopathy, and significantly increases lifespan in a model of hereditary PLN R14del cardiomyopathy.

## Results

### Screening identifies a highly potent PLN-ASO which improves diastolic Ca^2+^ uptake and relaxation in vitro

In silico, in vitro, and in vivo analyses of prospective ASOs targeting mouse *Pln* were used to identify 2 lead candidates for in vivo studies (Fig. 1a). To determine the rank order of prospective leads, mouse primary cardiomyocytes were treated with 0.56, 1.67, 5, or 15 μM of ASO for 24 h. ASOs that produced dose-dependent reductions in *Pln* mRNA with at least a 50% reduction at 5 μM or had potent IC50 responses were considered for in vivo evaluation (Fig. 1b). After an additional selection based on tolerability prediction using a proprietary in silico prediction algorithm, 20 PLN-ASOs were selected for evaluation in healthy C57BL/6 mice. ASOs were evaluated as their 5’-palmitic acid conjugates (denoted by “_C”), which have previously been shown to improve heart distribution and activity in healthy mice^21,22^. ASOs were evaluated following three subcutaneous (s.c.) administrations of 50 mg/kg given on days 0, 5 and 8, with blood and tissues collected on day 13. ASO#26_C reduced heart *Pln* expression by >50% without adverse effects on plasma alanine aminotransferase (ALT) or aspartate transaminase (AST) and was selected as a lead for further studies (Fig. 1c). A subsequent assessment in healthy mice demonstrated potent dose–responsive reductions in cardiac *Pln* mRNA of up to ~80% with 100 mg/kg without any increase in plasma ALT (Fig. 1d). Another candidate, ASO#27_C, showed the most potent heart *Pln* reductions but also evoked non-significant elevations in plasma ALT and AST (Fig. 1c). As 5′-palmitic acid conjugation of ASOs has been shown to also increase ASO liver accumulation^21^ we attempted to mitigate the liver toxicity of ASO#27_C by comparing the non-palmitated version (ASO#27) to ASO#26_C. Mice were dosed with 3 administrations given on day −17, −10, and −3. Tissues were harvested on day 0, 14, 28 and 42. ASO#26_C and ASO#27 were dosed at 50 and 100 mg/kg, respectively. Similar levels of cardiac *Pln* inhibition were observed following either treatment with acceptable levels of tolerability (Fig. 1e and Supplementary Fig. 1). Functional effects of *Pln* mRNA downregulation by ASO#27 were assessed in healthy neonatal mouse cardiomyocytes. After 30 h of exposure to 15 μM PLN-ASO#27, an increased maximal Ca^2+^ flux and decreased half time of both diastolic Ca^2+^ reuptake and physical relaxation as compared to PBS were observed (Fig. 1f). Despite an increased maximal Ca^2+^ flux, no increase in fractional shortening (FS) was seen. For subsequent experiments, both ASO#26_C and ASO#27 were chosen as lead ASOs and were further evaluated in murine HF models as described below.

**Fig. 1:**
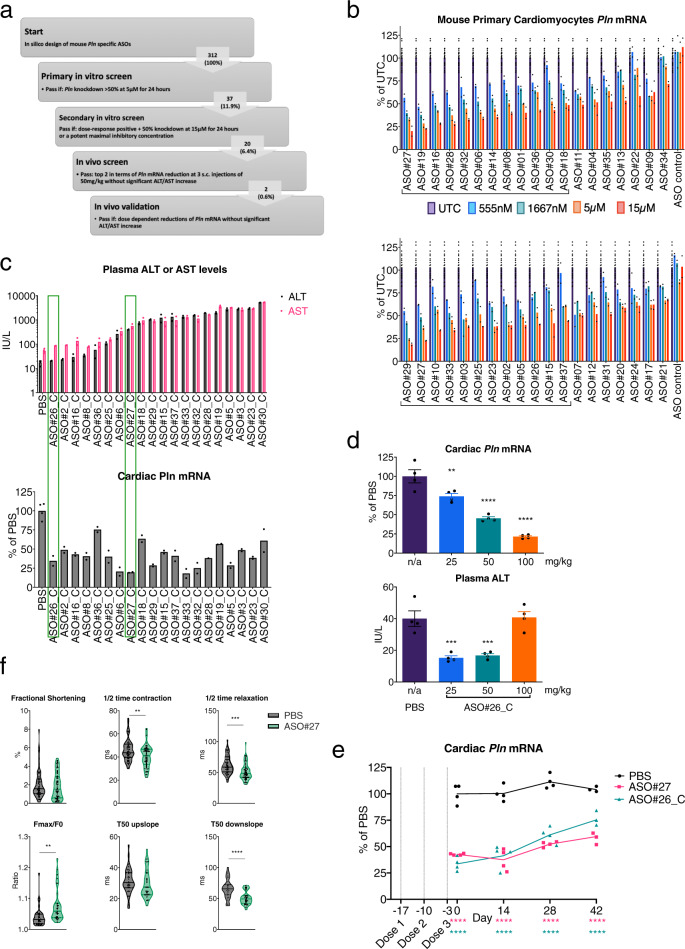
A large in vitro and in vivo screen resulting in a PLN ASO that dose-dependently decreases cardiac *Pln* mRNA and improves in vitro calcium fluxes. **a** Schematic illustration of experimental steps leading to identification of 2 mouse PLN ASO leads for in vivo studies. **b** Results of secondary in vitro screen illustrating *Pln* mRNA reductions in primary mouse cardiomyocytes in a dose–response comparison. ASO candidates were selected (20) based on demonstrated dose–response and >50% *Pln* mRNA reduction after 24 h of treatment, *N* = 24 for untreated control (UTC) and *N* = 2 for each PLN ASO. **c** Selection of 2 ASO leads from in vivo screen in healthy C57BL/6 mice based on heart *Pln* mRNA reductions and plasma ALT and AST after 3 s.c. injections of 50 mg/kg, *N* = 4 for PBS and *N* = 2 for each PLN ASO. **d** In vivo dose–response reductions of cardiac *Pln* mRNA by PLN-ASO#26_C (s.c. administration of 3 × 25, 50 or 100 mg/kg, analysis after 2 weeks) and plasma analysis for ALT levels, *N* = 4 per group. **e** Comparable sustained cardiac *Pln* mRNA downregulation achieved with 3 × 50 mg/kg (day −17, −10, and −3) palmitate PLN-ASO#26_C and 3 × 100 mg/kg (day 0, 7, and 14) nonconjugated PLN-ASO#27. Protein analysis was performed on day 17, 31, 45, and 56, *N* = 4 per group. **f** In vitro response to 30 h exposure to 15 μM ASO#27 or PBS. Neonatal mouse cardiomyocytes were cultured on micropatterned flexible substrates in islands. Fractional shortening was determined using the BASiC technique (*N* = 51 for PBS and *N* = 57 for PLN ASO), and 20 min Fluo-4 incubation was performed to assess calcium cycling (*N* = 34 for PBS [*N* = 33 for T50 downslope] and *N* = 31 for PLN ASO). Violin plots with individual dots and median and interquartile range or histograms with standard error of the mean (SEM) are depicted. Students’ *T* test and one-way analyses of variance were used for statistical analysis. Asterix denotes significance level based on two-sided *P* values compared to PBS with: *P value < 0.05; **P value < 0.01; ***P value < 0.001; ****P value < 0.0001. ASO antisense oligonucleotide, ALT Alanine transaminase, AST Aspartate transaminase, UTC untreated control, Fmax maximal fluorescence, F0, minimal fluorescence. Source data are provided as a Source Data file.

### PLN-ASO treatment prevents cardiac dysfunction and mortality in a PLN R14del mouse model

To assess in vivo functionality of the identified PLN-ASO leads, we turned to a model of genetic cardiomyopathy caused by a pathogenic variant of PLN. Several *PLN* mutations are known to cause cardiomyopathy in humans, with the deletion of arginine at position 14 of the PLN protein (R14del) being one of the most prevalent variants which leads to severe HF and malignant ventricular arrhythmias, and has recently been increasingly studied^18,24^. Although the direct effects on Ca^2+^ cycling are part of ongoing discussion, the PLN R14del pathogenic variant is reported to result in PLN protein aggregates, myocardial fibrosis and cardiac dysfunction^25,26^. We reasoned that ASO induced reductions of PLN protein expression has the potential to prevent disease development and progression, thereby representing a possible precision medicine approach to treat PLN R14del induced cardiomyopathy. A mouse model carrying the PLN R14del pathogenic variant in both alleles (PLN R14^Δ/Δ^) recapitulated all common features of the human phenotype observed in heterozygous carriers, yet in an accelerated fashion, with rapid development of DCM, myocardial fibrosis, and PLN protein aggregates resulting in premature death at the age of 8–9 weeks^27^. This phenotype is observed despite endogenous downregulation of PLN RNA and protein expression in untreated PLN R14^Δ/Δ^ mice compared to wild-type mice^27^. We hypothesize this phenotype to be caused by the residual expression of mutant PLN, we aim to further reduce this expression utilizing the PLN-ASO.

As the PLN R14^Δ/Δ^ mice previously showed increased cardiac dimensions and a reduced left ventricular ejection fraction (LVEF) at 6 weeks of age, we started our 4-week dosing regimen of PLN-ASO#27 at 3 weeks of age (Fig. 2a). This resulted in 42% reduction of cardiac *Pln* mRNA (±6%, *P* value = 0.0153, Fig. 2b) and 50% reduction of total (both soluble and insoluble/aggregated) PLN protein levels (±18%, *P* value = 0.0142) at treatment week 4 (T4) and 7 weeks of age (Fig. 2c and Supplementary Fig. 2). *Atp2a2* mRNA and SERCA protein levels remained unchanged (Supplementary Figs. 3–6). Combined, this resulted in a change of the SERCA2/PLN ratio in favor of SERCA2 (Supplementary Figs. 5, 6). Immunofluorescence showed a lower abundance of PLN protein aggregates in PLN-ASO treated mice (Fig. 2d). Additionally, RIPA-insoluble protein fractions of PLN R14^Δ/Δ^ mice hearts contained more PLN protein as compared to wild-type mice, indicating aggregated PLN protein complexes (Supplementary Figs. 3–5). In PLN-ASO treated mice hearts, RIPA-insoluble PLN protein levels were 89% lower than values in vehicle control (±12%, Supplementary Figs. 4, 5, *P* value < 0.0001). Strikingly, magnetic resonance imaging (MRI) of the heart at 7 weeks of age revealed almost completely normal cardiac dimensions and function in PLN-ASO treated mice, whereas severe DCM was observed in vehicle-treated mice (Fig. 2e, f, LVEF 53 ± 2 vs. 27 ± 2%, *P* value < 0.0001, left ventricular end-diastolic volume [LVEDV] 41 ± 2 vs. 54 ± 2.0 mL, *P* value < 0.0001 and left ventricular end-systolic volume [LVESV] 20 ± 1 vs. 39 ± 2 mL, *P* value < 0.0001). No changes in heart rate were observed on ECG (Supplementary Fig. 7). Also, no signs of treatment toxicity were observed based on plasma AST and ALT, haematoxylin and eosin (H&E) staining of kidney, liver or spleen sections (Supplementary Fig. 7).

**Fig. 2:**
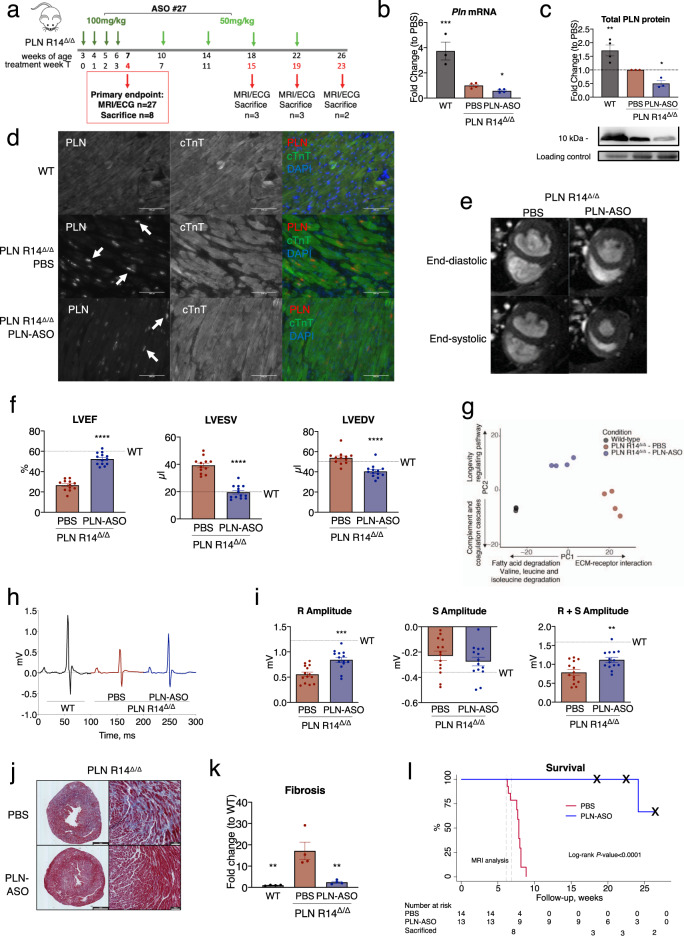
Repeated subcutaneous injection of PLN ASO in mice with PLN R14^Δ/Δ^ prevents cardiac dysfunction and improves survival. **a** Experimental design of the PLN R14^Δ/Δ^ intervention study, consisting of ASO#27 treatment with a 4-week loading phase with weekly dosing of 100 mg/kg and a 20-week maintenance phase with dosing of 50 mg/kg once every 4 weeks. Data points for functional and biochemical assessments were obtained at treatment week 4 (T4) which was the primary endpoint, 15 (T15), 19 (T19), and 23 (T23) at the end of the study. **b** SYBR green qPCR results of cardiac *Pln* mRNA expression (*n* = 3 for wild-type [WT] and *n* = 4 for PBS and PLN-ASO). **c** Semi-quantified western blot analysis of PLN protein expression using LV protein lysates. Intensities were normalized to total protein loading control and the PBS treated mice (*n* = 3 per group). **d** Immunofluorescence of WT, PBS treated and PLN-ASO treated PLN R14^Δ/Δ^ mice after 4 weeks treatment. Sections were co-stained for cardiac Troponin T (green), PLN (red), and DAPI (blue). Note the lower presence of visible PLN aggregations (white arrows) and the higher structural integrity of the PLN-ASO treated hearts vs. PBS control. Stainings were performed in two animals per group. **e** Representative MRI images after 4 weeks of treatment. **f** Quantification of LVEF (left ventricular ejection fraction), LVESV (left ventricular end-systolic volume), and LVEDV (left ventricular end-diastolic volume) (*n* = 12 for PBS T4, *n* = 13 for PLN-ASO T4). Wild-type data were previously published, and the average is presented here for reference. **g** Principle component analysis plot of the first 2 principle components derived from the RNA-sequencing of mice left ventricles. **h** Representative ECG tracing of mice after 4 weeks of treatment. **i** Quantification of R, S, and R + S amplitude (*n* = 14 for T4) Wild-type data were previously published and the average is presented here for reference. **j** Representative Masson’s trichrome staining after 4 weeks of treatment of PBS and PLN-ASO treated PLN R14^Δ/Δ^ cardiac sections. Stainings were performed in four animals per group. **k** Quantification of myocardial fibrosis based on Masson’s trichrome staining whereby the blue, fibrotic area is presented as the fold change compared to wild-type in percentage of the total tissue slice surface (*n* = 4 for all groups). **l** Kaplan–Meier survival plot of PLN R14^Δ/Δ^ animals treated with PLN-ASO (*n* = 13) and PBS (*n* = 14). Three PBS treated animals died during MRI imaging, the other PBS treated animals died at around 8 weeks of age. The “x” marks the 3-time points at which animals were sacrificed for tissue analyses. One-way analysis of variance was used for statistical analyses, with PBS treated animals as the reference group in multiple comparison analyses. Asterix denotes significance level based on two-sided *P* values compared to PBS with: *P value < 0.05; **P value < 0.01; ***P value < 0.001; ****P value < 0.0001. Single values are depicted, and error bars represent the standard error of the mean (SEM). ASO antisense oligonucleotide, MRI magnetic resonance imaging, and ECG electrocardiogram. Source data are provided as a Source Data file.

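Left ventricular RNA was sequenced at 7 weeks of age from 3 untreated wild-type hearts, 4 hearts of PBS treated PLN R14Δ/Δ mice and 4 hearts of PLN-ASO treated PLN R14Δ/Δ mice. Treated mice had received 4 weekly subcutaneous injections of 100 mg/kg of PLN-ASO#27 from 3 weeks of age. All wild-type libraries were from male mice, whereas the PBS libraries were from 2 male and 2 female mice and the PLN-ASO libraries from 3 male mice and 1 female mouse. By the paper's methods, wild-type RNA was measured anew on material acquired earlier. Differences from wild-type hearts may therefore include differences in collection or handling, which were not tested. The authors prepared stranded mRNA libraries, sequenced them as single-end reads, aligned the reads to the mouse genome (mm10) with STAR and counted reads on genes with htseq-count. They deposited these counts per gene without normalization. The total count per library was between 15260230 and 16733222 in wild-type hearts (median 15993984), between 11837519 and 15311781 in PBS treated hearts (median 12937477) and between 12563142 and 17610443 in PLN-ASO treated hearts (median 13133008). At this depth a gene without any count in a library may still have contributed up to 3 counts, which covers counting error only. Counts were scaled by edgeR's TMM method and are given as CPM (counts scaled to a common library size). Genes too low for a test were removed with edgeR's filterByExpr, which left 14816 of the 38293 genes in the table. One model with a coefficient for each group was fitted to these 11 libraries together with 8 libraries from older PLN-ASO treated mice, and each comparison was taken from it. The adjusted p-value threshold was 0.05, as in the paper. Principal components were computed from the 500 most variable genes after DESeq2's rlog transformation of the 11 libraries at 7 weeks.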

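*Pln* (ENSMUSG00000038583), the gene that PLN-ASO targets, was examined first. *Pln* mRNA was 7902 ± 427 CPM (SD, n = 3) in wild-type hearts, 2311 ± 440 CPM (SD, n = 4) in PBS treated hearts and 1234 ± 304 CPM (SD, n = 4) in PLN-ASO treated hearts. The log2 fold change between PBS treated and wild-type hearts was -1.77 (standard error 0.179, adjusted p = 1.73e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every PBS treated heart had less *Pln* mRNA than every wild-type heart (two-sided exact permutation test, p = 0.0571, the smallest p that 4 hearts against 3 allow). In PLN-ASO treated hearts, *Pln* mRNA decreased by a further 46.6% relative to PBS, a log2 fold change of -0.91 (standard error 0.167, adjusted p = 0.000344 from the same edgeR test with Benjamini-Hochberg adjustment). All 4 PLN-ASO treated hearts lay below all 4 PBS treated hearts (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). This log2 fold change stayed between -1.03 and -0.80 when each heart was left out in turn and moved most, to -0.74, when only male libraries were used. Between PBS treated and wild-type hearts, 8110 of 14816 genes (54.7%) passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 4240 were higher and 3870 lower in PBS treated hearts. Male libraries alone gave 7252 genes past the threshold, from 2 PBS treated hearts. Without wild-type replicate 2 their number was 7094, the lowest when each heart was left out in turn. Of the 8110 genes, 3219 differed by more than 2-fold. *Nppa* mRNA rose from 213 ± 71.4 CPM (SD, n = 3) in wild-type hearts to 11052 ± 2377 CPM (SD, n = 4) in PBS treated hearts, a log2 fold change of 5.70 (standard error 0.543, adjusted p = 9.11e-08 from the same test). *Nppb*, *Myh7* and *Col1a1* were also higher, with log2 fold changes of 2.45, 4.61 and 3.09 and edgeR adjusted p of 3.16e-05, 1.02e-06 and 2e-08. Reads shared by *Myh7* and its paralog *Myh6* could have been left uncounted or assigned to either gene. *Atp2a2* mRNA fell from 14105 ± 386 CPM (SD, n = 3) to 3349 ± 1068 CPM (SD, n = 4), a log2 fold change of -2.07 (standard error 0.206, adjusted p = 1.48e-07). *Acta1* did not pass the threshold, with a log2 fold change of -0.49 and an adjusted p of 0.281, and its values in the 2 groups overlapped. Among genes with at least 10 counts in every library of the higher group and no overlap between groups, *Sprr1a* showed the largest rise, from at most 4 counts in wild-type hearts to between 3070 and 6360 counts in PBS treated hearts. *Hephl1* and *Vaultrc5* had 0 counts in all wild-type hearts and were at least 9.63-fold and 9.03-fold higher in PBS treated hearts. The largest falls were those of *Lrat*, with a log2 fold change of -5.64, *Kcnv2* with -5.11, and *Acsm5*, which had at most 3 counts in PBS treated hearts and was at least 19.8-fold lower. *Lrat* and *Kcnv2* had at most 4 and 14 counts in PBS treated hearts. Principal component 1 (PC1) carried 71.9% of the variance among the 11 hearts and principal component 2 (PC2) carried 12.3%. The PC1 score was -25.3 ± 0.0718 (SD, n = 3) in wild-type hearts and 21.8 ± 3.20 (SD, n = 4) in PBS treated hearts, without overlap (two-sided exact permutation test, p = 0.0571, the smallest that 4 against 3 allow). The share of PC1 moved most, to 59.4%, when all 19 libraries entered the analysis.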

Genome wide transcriptome profiling by RNA-Sequencing revealed that PLN R14^Δ/Δ^ mutant hearts displayed marked differences in global gene expression compared to wild-type control hearts (Fig. 2g). Moreover, PLN-ASO treatment attenuated gene expression changes in mutant hearts, thereby indicating that PLN-ASO treated hearts more closely resemble wild-type hearts than the PBS treated mutant counterparts. 

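Between PLN-ASO treated and PBS treated hearts at 7 weeks, 5561 genes (37.5% of those tested) passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2862 higher and 2699 lower under PLN-ASO. The number past the threshold fell to 3840 with male libraries alone and to 4558 without PLN-ASO replicate 3, its lowest value when each heart was left out in turn. A change of more than 2-fold was seen in 1281 of the 5561 genes. Of the 8110 genes that differed between PBS treated and wild-type hearts, 4198 (51.8%) also passed the threshold in the opposite direction between PLN-ASO and PBS. Of these 4198 genes, 2204 had been lower and 1994 higher in PBS treated hearts, and 2619 no longer passed the threshold between PLN-ASO treated and wild-type hearts. A further 109 genes moved significantly in the same direction as in PBS treated hearts, away from wild-type. Counting any size of change, 7036 genes (86.8%) moved back toward wild-type, and the median share of the change that was undone was 47.9%. Male libraries alone gave 3264 reversed genes. Both comparisons share the PBS libraries, so part of this pattern arises without any treatment effect. When PLN-ASO and PBS counts were both simulated without a difference between them, at most 1 gene was reversed in 20 simulations and between 54.9% and 56.2% of the genes moved back. The Spearman correlation of the log2 fold changes of both comparisons, taken across genes, which are not independent replicates, was -0.67 in the data and between -0.13 and -0.10 in these simulations. Each gene was simulated independently, so a shared movement of genes between hearts is left out and the simulated ranges may be too narrow. A total of 5458 genes still passed the edgeR threshold between PLN-ASO treated and wild-type hearts, 2865 higher and 2593 lower under PLN-ASO. *Thbs4* fell from 442 ± 125 CPM (SD, n = 4) under PBS to 30.6 ± 9.73 CPM (SD, n = 4) under PLN-ASO, with 6.73 ± 1.62 CPM (SD, n = 3) in wild-type hearts. Its log2 fold change was -3.85 (standard error 0.353, adjusted p = 8.87e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nppa*, *Nppb*, *Myh7* and *Col1a1* were lower under PLN-ASO than under PBS, with log2 fold changes of -2.07, -1.39, -1.75 and -1.75 and edgeR adjusted p of 0.000568, 0.00309, 0.00307 and 7.47e-06. *Atp2a2* rose to 6358 ± 1137 CPM (SD, n = 4), a log2 fold change of 0.92 (standard error 0.191, adjusted p = 0.000926 from the same test). *Acta1* rose by 1.05 (standard error 0.352, edgeR adjusted p = 0.0245), between 0.76 and 1.10 across the alternatives, whose largest adjusted p was 0.0958 with male libraries alone. It also did not pass the threshold without PBS replicate 1 (edgeR adjusted p = 0.055), without PLN-ASO replicate 1 (0.0706) or with offsets for gene length and GC content (0.0522). Reads shared by *Acta1* and its paralog *Actc1*, or by *Atp2a2* and *Atp2a1*, could have been left uncounted or assigned to either gene. The largest falls were those of *Cemip* (-5.13), *Cthrc1* (-4.42) and *Ak5*, which had at most 2 counts in any PLN-ASO treated heart and was at least 6.02-fold lower. *Cemip* had at most 4 counts in any PLN-ASO treated heart. The largest rises were those of *Lrat* (5.21), *Mcoln3* (4.66) and *Mmp27* (4.42). In PBS treated hearts *Lrat* and *Mcoln3* had at most 4 counts and *Mmp27* at most 10. The value of *Lrat* lay between 4.82 and 6.69 when each library was left out in turn. On PC1, PLN-ASO treated hearts had scores of -2.85 ± 4.86 (SD, n = 4), between those of PBS treated and wild-type hearts and overlapping neither (two-sided exact permutation test against PBS, p = 0.0286). With the PBS mean at 0% and the wild-type mean at 100%, they lay at 52.4% ± 10.3 (SD, n = 4), with single hearts between 40.6% and 63.2%. This position was 45.6% when log2 CPM replaced rlog, the alternative that moved it most. Sex also entered PC1, since *Xist* (PBS side) and *Ddx3y*, *Eif2s3y* and *Uty* (wild-type side) were among its largest loadings. The only female PLN-ASO treated heart had the lowest position. Female PBS treated hearts (-2.26% and 1.10%) lay between male ones (-7.51% and 8.67%). No components were computed without these genes or from male hearts alone. How far sex shifted the position of the PLN-ASO treated hearts therefore stays open. On PC2 they scored 9.78 ± 1.47 (SD, n = 4), above both other groups (PBS -4.56 ± 4.38, SD, n = 4, wild-type -6.95 ± 0.590, SD, n = 3; two-sided exact permutation test against PBS, p = 0.0286). The paper reads the attenuated changes as a closer resemblance of PLN-ASO treated hearts to wild-type hearts.

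**Figure D1:**
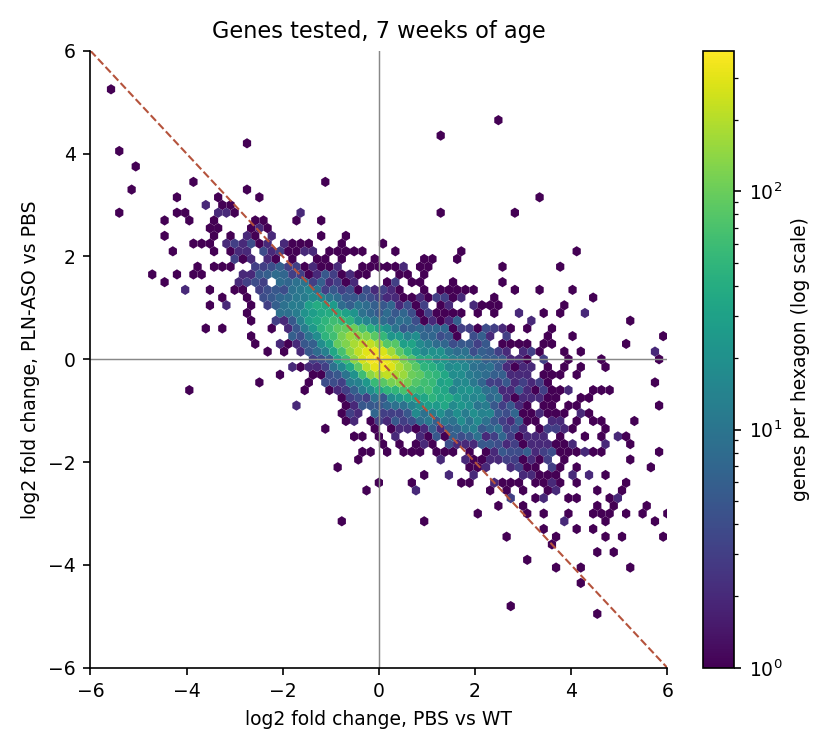
Log2 fold change of PBS treated against wild-type hearts (horizontal axis) and of PLN-ASO treated against PBS treated hearts (vertical axis) for 14784 genes, as the number of genes per hexagon on a log colour scale. On the dashed line a change would be undone in full, and 32 genes outside the axes are not drawn.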

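Gene lists were written by hand for 8 pathways that the paper names or that belong to its reasoning, and each was tested with limma's camera (preset inter-gene correlation 0.01). The camera p was adjusted over the 8 lists by the Benjamini-Hochberg method, and counts of list members past the threshold come from edgeR's quasi-likelihood test. Of 43 fatty acid degradation genes, 37 were tested. Their median log2 fold change was -1.05 between PBS treated and wild-type hearts (camera adjusted p = 2.25e-10) and 0.78 between PLN-ASO and PBS (camera adjusted p = 1.02e-08). Under PLN-ASO, 24 of them were higher and 2 lower, with the same counts when adjusted over the list alone. The alternative that moved the first value most was the nearest Reactome set of 14 genes, with a median of -1.81. *Cpt2* and *Hadh* had the smallest adjusted p between PBS and wild-type, with log2 fold changes of -1.86 and -2.19 (edgeR adjusted p = 4.53e-09 and 6.15e-09). *Eci1* rose by 1.59 under PLN-ASO (standard error 0.138, adjusted p = 5.74e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Acaa2* by 1.56 (standard error 0.174, adjusted p = 3.46e-06). For branched-chain amino acid degradation, which shares 18 genes with the fatty acid list, the medians were -1.23 and 0.65 (camera adjusted p = 6.72e-15 and 1.34e-11). Its member *Ivd* fell by 2.07 in PBS treated hearts and rose by 1.25 under PLN-ASO (edgeR adjusted p = 8.49e-09 and 3.88e-06). For oxidative phosphorylation (82 genes tested), the medians were -0.99 and 0.85 (camera adjusted p = 1.59e-25 and 6.28e-36), and 78 genes were higher and 0 lower under PLN-ASO (79 and 0 adjusted over the list alone). *Uqcrc1* had a log2 fold change of -1.61 in PBS treated hearts (edgeR adjusted p = 3.19e-08), and *Ndufa12* and *Ndufs6* rose by 1.03 and 1.12 under PLN-ASO (edgeR adjusted p = 1.42e-06 and 1.53e-06). For ECM-receptor interaction (75 of 86 genes tested), the median was 0.89 in PBS treated against wild-type hearts (camera adjusted p = 7.71e-06), or 0.78 with *Gp9*, which had at most 3 counts in wild-type hearts, set at its bound. It was -0.42 under PLN-ASO (camera adjusted p = 8.78e-07), where 8 genes were higher and 36 lower (8 and 38 adjusted over the list alone). *Spp1* and *Cd44* had log2 fold changes of 6.64 and 2.55 in PBS treated hearts (edgeR adjusted p = 8.65e-10 and 6.15e-09). *Col4a2*, the ECM gene with the smallest adjusted p beside *Thbs4*, fell by 0.88 (standard error 0.0930, adjusted p = 2.43e-06 from the same edgeR test with Benjamini-Hochberg adjustment). For protein processing in the endoplasmic reticulum (158 of 160 genes tested), the medians were 0.27 and -0.30 (camera adjusted p = 0.000198 and 3.41e-11), and 13 genes were higher and 84 lower under PLN-ASO (14 and 93 adjusted over the list alone). The unfolded protein response list, which shares 32 genes with it, had medians of 1.01 and -0.80 (68 genes, camera adjusted p = 5.8e-15 and 7.93e-24). These fell in size to 0.25 and -0.36 with the nearest Reactome set of 16 genes, the alternative that moved them most, and kept their side of the threshold. Of these 68 genes, 58 were lower and 0 higher under PLN-ASO (61 and 1 adjusted over the list alone). *P4hb*, a member of both lists, was 268 ± 6.42 CPM (SD, n = 3) in wild-type, 874 ± 91.2 CPM (SD, n = 4) in PBS treated and 393 ± 57.6 CPM (SD, n = 4) in PLN-ASO treated hearts, and fell by 1.15 under PLN-ASO (standard error 0.113, adjusted p = 1.3e-06 from the same test). *Derl3* had at most 3 counts in wild-type hearts and was at least 153-fold higher in PBS treated hearts, and *Gdf15* had a log2 fold change of 6.29 (edgeR adjusted p = 7.48e-09). *Derl3* and *Slc7a5* had log2 fold changes of -2.35 and -1.47 under PLN-ASO (edgeR adjusted p = 1.3e-06 for each). The complement and coagulation cascades list had medians of 1.50 and -0.26 (49 genes, camera adjusted p = 2.52e-08 and 0.0141), the first 1.41 with 5 genes at their bound. *Clu* and *C1ra* had log2 fold changes of 2.26 and 1.40 in PBS treated hearts (edgeR adjusted p = 1.05e-08 and 9.96e-09), and *F2r* had -1.14 under PLN-ASO (edgeR adjusted p = 1.41e-06). The second median of the complement list turned to 0.06 with the nearest Reactome set, so its direction under PLN-ASO depended on the list. Under fry, a self-contained test, all of these calls held. With the inter-gene correlation estimated from the data, only the complement list between PBS and wild-type passed the threshold (adjusted p = 0.0223). Averaged over each list's genes, PLN-ASO treated hearts had moved from the PBS mean toward the wild-type mean by 55.9% for fatty acid degradation, 44.2% for ECM-receptor interaction, 98.1% for protein processing in the endoplasmic reticulum and 84.3% for oxidative phosphorylation. For branched-chain amino acid degradation and the unfolded protein response it was 52.1% and 69.3%. The 98.1% concerns a mean PBS shift of 0.36 over genes that changed in both directions. It does not show that single members returned, and *P4hb* stayed above its wild-type level. In all 6 lists drawn, every PLN-ASO treated heart lay on the wild-type side of every PBS treated heart (two-sided exact permutation test, p = 0.0286 each). The 200 genes with the largest PC1 loadings were 131 genes higher in PBS treated and 69 higher in wild-type hearts. On the wild-type side, 3 were fatty acid degradation genes where 0.172 would arise by chance (one-sided Fisher's exact test, adjusted p = 0.00358 over 16 tests). By the same one-sided Fisher's exact test, the PBS side held 11 ECM-receptor interaction genes (0.663 by chance, adjusted p = 8.18e-10), 6 unfolded protein response genes (0.601, adjusted p = 0.000238) and 3 complement genes (0.433, adjusted p = 0.037). Only 1 gene of protein processing in the endoplasmic reticulum was among them (1.40 by chance, Fisher's exact test, adjusted p = 1). With the 500 largest loadings in place of 200, 6 tests passed the threshold in place of 4.

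**Figure D2:**
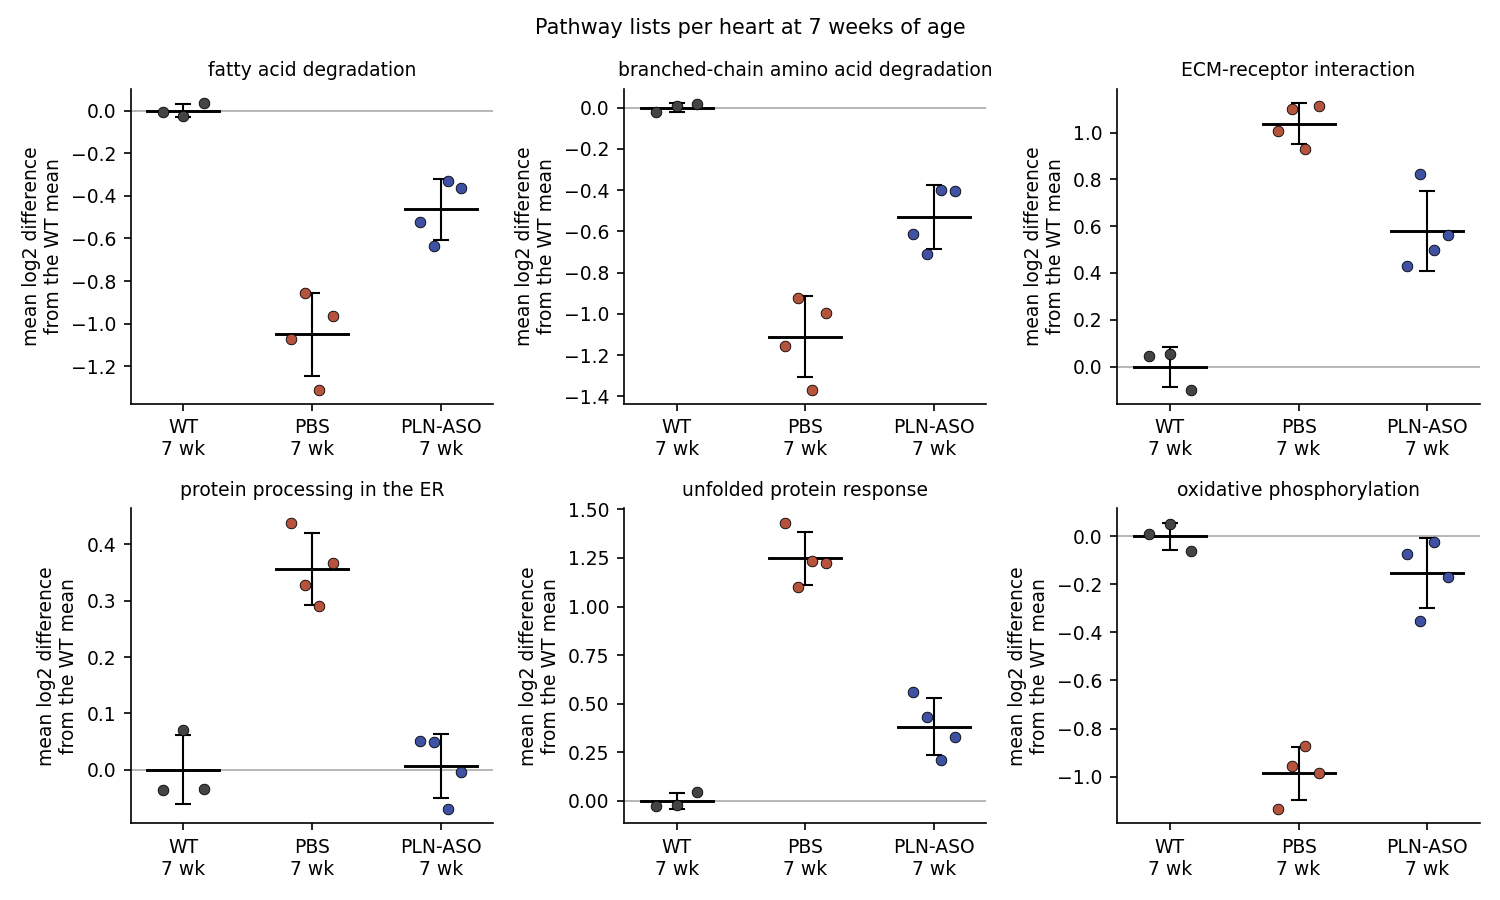
Mean log2 difference of each heart from the wild-type mean, averaged over the genes of 6 pathway lists, with the mean (line) and SD (bars) of 3 wild-type, 4 PBS treated and 4 PLN-ASO treated hearts. In each panel the PLN-ASO treated hearts lie nearer to wild-type hearts than the PBS treated hearts do, without overlap.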

When assessing the functions of genes mostly contributing to the difference between PLN R14^Δ/Δ^ and controls (principle component 1; PC1, and genes differentially expressed in PLN R14^Δ/Δ^ vs. wild-type and subsequently reversed by PLN-ASO vs. PBS), we observed increased expression of genes involved in fatty acid metabolism, and decreased expression of genes involved in protein processing in the endoplasmic reticulum and extracellular matrix, providing further confirmation that key determinants of cardiomyopathy such as energy metabolism and fibrosis are attenuated by the PLN-ASO treatment (Fig. 2g and Supplementary Fig. 8a–c).

Another typical hallmark of PLN R14del cardiomyopathy in humans is a low voltage ECG, which was also observed in PLN R14^Δ/Δ^ mice (Fig. 2h, i, expressed by low R-amplitude), and was partially restored by PLN-ASO treatment (0.84 ± 0.05 vs. 0.55 ± 0.05 mV, *P* value < 0.0001). We excluded known confounders of a low voltage ECG including obesity (body weight to tibia length ratio 1.14 ± 0.05 vs. 1.46 ± 0.02, *P* value = 0.0012, of PLN R14^Δ/Δ^ vs. wild-type, Supplementary Fig. 9), and cardiac effusion which was not observed at sacrifice in PLN R14^Δ/Δ^ mice. Masson’s trichrome staining revealed a significant prevention of myocardial fibrosis in PLN-ASO treated mice (Fig. 2j, k, fold change compared to WT 2.4 ± 0.4 vs. 17.17 ± 4.1%, *P* value = 0.0032). The significantly higher ECG voltages seen after 4 weeks of PLN-ASO treatment, are therefore arguably explained by the prevention of fibrosis and PLN protein aggregation.

Since cardiac function was almost entirely preserved, we investigated the effects on lifespan. After an initial loading phase with a high-dose (100 mg/kg from 3 to 6 weeks of age), mice were treated with a lower maintenance dose (50 mg/kg every 4 weeks, Fig. 2a). This increased lifespan by over 3-fold from the average of 7.5 weeks to at least 24 weeks (Fig. 2l, log-rank *P* value < 0.0001), with only 1 mouse dying from HF before study termination at the age of 26 weeks. 

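Left ventricular RNA of PLN-ASO treated PLN R14Δ/Δ mice was also sequenced during follow-up, at 18 weeks of age (3 hearts), 22 weeks (3 hearts) and 26 weeks (2 hearts). After the loading phase these mice had received 50 mg/kg every 4 weeks, so age and dose changed together relative to the hearts taken at 7 weeks. The sample labels give 2 male mice and 1 female mouse at 18 and at 22 weeks, and 1 of each sex at 26 weeks. Total counts were between 11265801 and 12658936 at 18 weeks (median 11909480), between 12747017 and 16324920 at 22 weeks (median 14837078) and 15272764 and 15515265 at 26 weeks. Reads were counted in the same way as at 7 weeks, and the counts were deposited in the same table without normalization. Vehicle-treated mice of these ages were not analysed here, and follow-up hearts were compared with PBS treated hearts and with PLN-ASO treated hearts at 7 weeks, within the model fitted to all 19 libraries. Against PBS treated hearts, 4740 genes passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 18 weeks, 3770 at 22 weeks and 1088 at 26 weeks. The last of these moved most, to 127 genes, when only the libraries of the 2 groups compared were fitted. Without replicate 1 at 22 weeks, 2044 genes passed at that age. Against PLN-ASO treated hearts at 7 weeks, 272, 808 and 1422 genes passed the threshold. These counts fell to 138 without replicate 3 at 18 weeks, to 165 without replicate 2 at 22 weeks and to 777 without PLN-ASO replicate 3 at 7 weeks. The two-sided exact permutation test used here counts the smaller one-sided share for both directions. Its smallest p is 0.0571 with 3 hearts against 4, 0.133 with 2 against 4 and 0.2 with 3 against 2. These comparisons therefore cannot reach 0.05 by this test.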

To gain insight into the development and progression of the disease phenotype and to identify disease contributors, a set of mice were sacrificed every 4 weeks during the late study phase (follow-up). Age-matched vehicle-treated control PLN R14^Δ/Δ^ mice were not available for these analyses as they all died before the age of 9 weeks, which hampers accurate interpretation of follow-up PLN mRNA and protein analyses in PLN-ASO treated mice. Based on known PLN ASO pharmacokinetics, this dosing regime was chosen not to keep PLN mRNA and protein levels knocked down at steady state, but to allow a slow incline of PLN levels over time and therefore being insufficient to prevent disease progression. 

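*Pln* mRNA in PLN-ASO treated hearts was 3455 ± 158 CPM (SD, n = 3) at 18 weeks, 2977 ± 297 CPM (SD, n = 3) at 22 weeks and 2095 ± 476 CPM (SD, n = 2) at 26 weeks. Relative to PLN-ASO treated hearts at 7 weeks, the log2 fold change was 1.49 at 18 weeks (standard error 0.178, adjusted p = 0.000153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.27 at 22 weeks (standard error 0.178, adjusted p = 0.000522). At 26 weeks it was 0.76 (standard error 0.198, adjusted p = 0.0222 from the same edgeR test), and this call was lost when only both groups compared were fitted (edgeR adjusted p = 0.0594, the largest across the alternatives, which gave 0.43 to 0.81) or without PLN-ASO replicate 1 at 7 weeks (0.0557). Every follow-up heart lay above every PLN-ASO treated heart of 7 weeks, at the smallest p that these group sizes allow. Relative to PBS treated hearts, the log2 fold change was 0.58 at 18 weeks (standard error 0.177, adjusted p = 0.0176 from edgeR's test with Benjamini-Hochberg adjustment), and it did not pass the threshold without replicate 2 at 18 weeks (0.0623). At 22 and 26 weeks the log2 fold changes of 0.37 and -0.14 did not pass it (edgeR adjusted p = 0.142 and 0.725). Between 18 and 26 weeks *Pln* mRNA fell by 0.72 on the log2 scale (standard error 0.218), which did not pass the threshold (edgeR adjusted p = 0.112). *Pln* mRNA divided by *Atp2a2* mRNA was 0.560 ± 0.0228 (SD, n = 3) in wild-type hearts and 0.721 ± 0.133 (SD, n = 4) in PBS treated hearts. In PLN-ASO treated hearts this ratio was 0.193 ± 0.0211 (SD, n = 4) at 7 weeks, 0.465 ± 0.0396 (SD, n = 3) at 18 weeks, 0.489 ± 0.0728 (SD, n = 3) at 22 weeks and 0.414 ± 0.0938 (SD, n = 2) at 26 weeks.

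**Figure D3:**
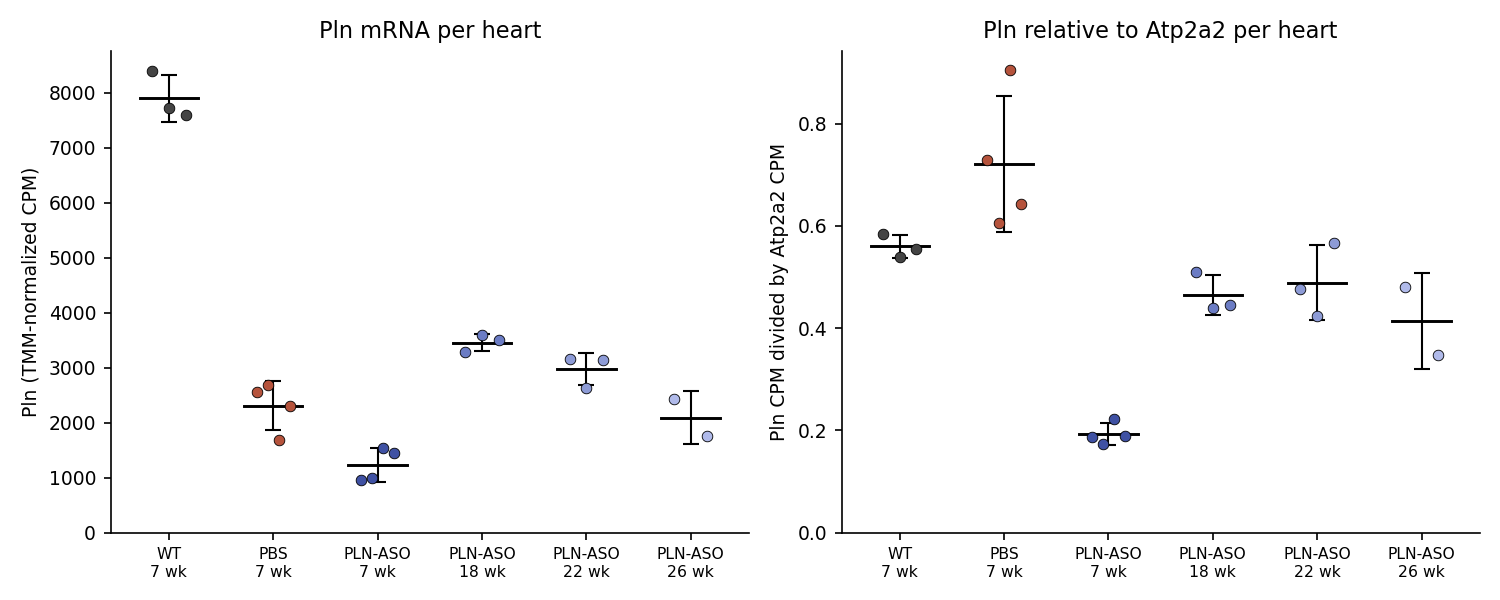
*Pln* mRNA in TMM-normalized CPM (left) and *Pln* divided by *Atp2a2* (right) in each heart, with the mean (line) and SD (bars) of each group. All 4 PLN-ASO treated hearts of 7 weeks lie below every heart of the other groups in both panels.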

PLN-ASO treated PLN R14^Δ/Δ^ mice slowly progressed to HF, with first signs of cardiac disease at T19, which corresponds to the age of 22 weeks (Supplementary Fig. 10).

We correlated global transcriptome data with cardiac function (LVEF) acquired just before sacrifice at different time points during the study to identify possible pathways associated with a positive treatment effect. 

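The values of LVEF that the paper correlated with the transcriptome are not linked to single libraries here, so the correlation was not repeated and the levels of the lists it concerns are given by age. Against PBS treated hearts, the 82 oxidative phosphorylation genes had a median log2 fold change of 0.85 at 18 weeks, 0.56 at 22 weeks and 0.33 at 26 weeks (camera adjusted p = 5.42e-37, 8.7e-26 and 4.1e-14). Of these genes, 79, 68 and 17 were higher and 0 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (80, 74 and 37 higher and 0, 0 and 1 lower adjusted over the list alone). Averaged over the list, hearts lay -0.99 ± 0.110 (SD, n = 4) from the wild-type mean on the log2 scale under PBS and -0.15 ± 0.146 (SD, n = 4) under PLN-ASO at 7 weeks. During follow-up the distance was -0.17 ± 0.167 (SD, n = 3) at 18 weeks, -0.45 ± 0.211 (SD, n = 3) at 22 weeks and -0.68 ± 0.0655 (SD, n = 2) at 26 weeks. Relative to PLN-ASO treated hearts at 7 weeks, the median changed by -0.03 at 18 weeks (camera adjusted p = 0.663), by -0.32 at 22 weeks (2.05e-16) and by -0.56 at 26 weeks (1.35e-32). The first of these changed sign with offsets for gene length and GC content. It passed the threshold with male libraries alone (-0.13, camera adjusted p = 6.05e-05, with -0.13 to 0.03 across the alternatives). It also passed without PLN-ASO replicate 2 at 7 weeks (-0.09, 0.00641), without replicate 2 at 18 weeks (-0.08, 0.0359) and, in the other direction, without replicate 3 at 18 weeks (median 0.07). The call at 22 weeks did not hold under fry (adjusted p = 0.135), whereas that at 26 weeks did (0.00677). The 158 genes of protein processing in the endoplasmic reticulum had medians of -0.20, -0.23 and -0.19 against PBS (camera adjusted p = 1.71e-05, 1.58e-08 and 5.04e-11). Of these, 61, 64 and 38 were lower and 18, 9 and 4 higher (68, 66 and 51 lower and 20, 12 and 5 higher adjusted over the list alone). Fatty acid degradation genes had medians of 0.74, 0.63 and 0.33 against PBS (camera adjusted p = 3.46e-09, 4.32e-12 and 1.39e-07), and ECM-receptor interaction genes -0.37, -0.36 and -0.32 (4.11e-06, 3.79e-06 and 2.47e-08). Branched-chain amino acid degradation genes had medians of 0.80, 0.72 and 0.43 (6.66e-15, 2.57e-16 and 6.29e-12). Against PBS these camera calls all held under fry at the 3 ages. With the estimated inter-gene correlation only the ECM list at 26 weeks passed (adjusted p = 0.04).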

Gene ontology analysis revealed oxidative phosphorylation and other metabolic pathways and protein processing in the endoplasmic reticulum as the top affected pathways (Supplementary Fig. 8d, e). Additionally, we observed a durable downregulation of genes involved in the unfolded protein response in PLN-ASO treated PLN R14^Δ/Δ^ mice (Supplementary Fig. 8f). These findings provide further support to the idea that a reduction of toxic PLN protein aggregates by PLN-ASO might contribute to the significant benefits observed after treatment. 

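Against PBS treated hearts, the 68 unfolded protein response genes had a median log2 fold change of -0.58 at 18 weeks, -0.74 at 22 weeks and -0.57 at 26 weeks (camera adjusted p = 6.66e-15, 1.25e-23 and 1.29e-27). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 46, 52 and 36 of them were lower and 1, 0 and 0 higher (48, 58 and 43 lower and 1, 0 and 1 higher adjusted over the list alone). The alternative that moved these values most was the nearest Reactome set of 16 genes, with medians of -0.29, -0.23 and -0.23. Under fry the adjusted p was 4.37e-05, 3.02e-05 and 0.00062, and with the estimated correlation it was 0.0646, 0.0539 and 0.04. The 33 genes of the chaperone and degradation branch had medians of -0.70, -0.79 and -0.72 and the 35 genes of the ATF4 branch -0.47, -0.54 and -0.45. Averaged over the list, hearts lay 1.25 ± 0.137 (SD, n = 4) above the wild-type mean on the log2 scale under PBS and 0.38 ± 0.148 (SD, n = 4) under PLN-ASO at 7 weeks. At 18, 22 and 26 weeks this distance was 0.63 ± 0.174 (SD, n = 3), 0.54 ± 0.0807 (SD, n = 3) and 0.60 ± 0.0414 (SD, n = 2). Every follow-up heart lay below every PBS treated heart, at the smallest p that a two-sided exact permutation test allows for these group sizes. Relative to wild-type hearts, the median was still higher by 0.40, 0.26 and 0.36 (camera adjusted p = 7.5e-10, 1.37e-06 and 1.53e-06). *Pdia6* had log2 fold changes of -0.97, -1.02 and -1.09 against PBS (standard error 0.139, 0.139 and 0.161, edgeR adjusted p = 5.03e-05, 0.000111 and 0.00104). Those of *P4hb* were -1.03, -0.93 and -0.89 (edgeR adjusted p = 1.22e-05, 9.75e-05 and 0.00163), and those of *Slc7a5* -1.21, -0.76 and -0.68 (2.2e-05, 0.00143 and 0.0217). The last of these calls was lost when only the libraries of the 2 groups compared were fitted (edgeR adjusted p = 0.11, the largest across the alternatives, which gave -0.72 to -0.39). *Xbp1* had log2 fold changes of -0.46, -0.84 and -0.66 against PBS (edgeR adjusted p = 0.00313, 9.49e-05 and 0.00479, standard error 0.110 at 22 weeks). Its call was lost at 18 weeks with male libraries alone (edgeR adjusted p = 0.0753). At 26 weeks it was lost when only the libraries of the 2 groups compared were fitted (edgeR adjusted p = 0.0669). Those of *Sdf2l1* were -1.17, -1.43 and -1.59 (edgeR adjusted p = 0.000301, 0.00015 and 0.00108, standard error 0.241 at 26 weeks). The paper counts the lower expression of these genes among the findings behind its idea that fewer toxic PLN aggregates might contribute to the benefit of the treatment.

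**Figure D4:**
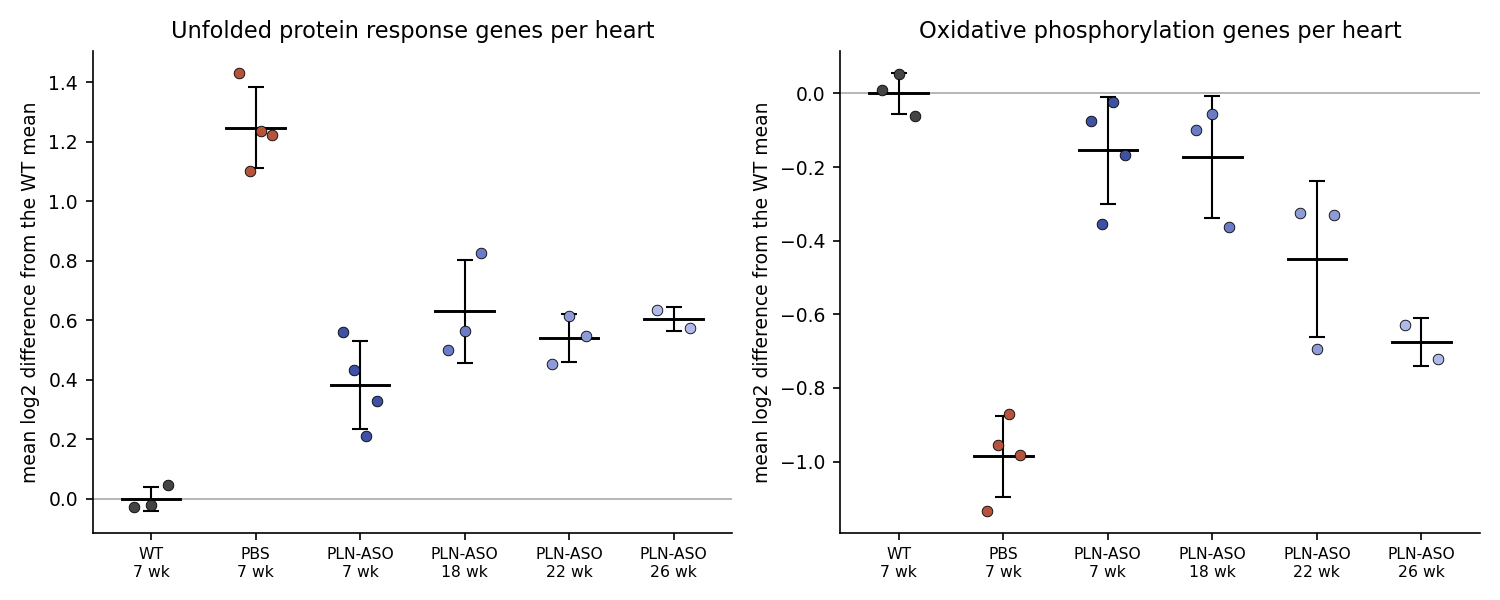
Mean log2 difference of each heart from the wild-type mean, averaged over 68 unfolded protein response genes (left) and 82 oxidative phosphorylation genes (right), with the mean (line) and SD (bars) of each group. Follow-up hearts lie between wild-type and PBS treated hearts in the left panel, and move toward PBS treated hearts with age in the right panel.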

Sarcoplasmic reticulum protein processing is dependent on local Ca^2+^ levels^28^, but no further indication of altered Ca^2+^ related pathways was observed. 

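The list of Ca2+ handling genes, written without *Pln*, held 36 genes, all of which were tested. In PBS treated against wild-type hearts its median log2 fold change was -0.34 (camera adjusted p = 0.00261), with 7 genes higher and 18 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under PLN-ASO at 7 weeks the median was 0.15 relative to PBS, and camera's adjusted p of 0.0616 did not pass the threshold. It passed with DESeq2 (0.0191), without a filter on low counts (0.0315), with male libraries alone (0.0195), with offsets for gene length and GC content (0.0281) and under fry (0.00364). It also passed without PBS replicate 1 (0.0366), 2 (0.0393) or 4 (0.0499). Under PLN-ASO 13 genes were higher and 5 lower, with the same counts when adjusted over the list alone. During follow-up the median relative to PBS was 0.10 at 18 weeks, 0.08 at 22 weeks and 0.14 at 26 weeks (camera adjusted p = 0.00898, 0.0126 and 0.0197). The call at 26 weeks was lost without PBS replicate 3 (0.0724). Under fry these calls held (0.000517, 0.00196 and 0.0266), and with the estimated correlation none did (0.14, 0.161 and 0.201). *Hrc*, which encodes a Ca2+ binding protein of the sarcoplasmic reticulum, was 1142 ± 122 CPM (SD, n = 3) in wild-type, 146 ± 41.2 CPM (SD, n = 4) in PBS treated and 615 ± 104 CPM (SD, n = 4) in PLN-ASO treated hearts. Its log2 fold change was -2.96 between PBS treated and wild-type hearts (edgeR adjusted p = 6.37e-09) and 2.07 under PLN-ASO (standard error 0.196, adjusted p = 1.19e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Prkar1a* fell by 0.74 (standard error 0.131, adjusted p = 0.000226 from the same test). *Slc8a1*, which encodes the sarcolemmal Na+/Ca2+ exchanger and was chosen after its values were seen, was 110 ± 10.4 CPM (SD, n = 3), 86.9 ± 53.3 CPM (SD, n = 4) and 25.1 ± 7.76 CPM (SD, n = 4) in these groups. Its log2 fold change under PLN-ASO was -1.80 (standard error 0.403, edgeR adjusted p = 0.00178), but the groups overlapped (two-sided exact permutation test, p = 0.0857). Across the alternatives this value lay between -1.80 and -1.07, and male libraries alone gave the largest edgeR adjusted p, 0.0846.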

In summary, PLN-ASO treatment slowed down the development of cardiac fibrosis, protein aggregation and DCM in PLN R14^Δ/Δ^ mice and extended survival over threefold.

### PLN-ASO treatment reverses signs and symptoms of heart failure in Cspr3/Mlp^−/−^ mice

In PLN R14^Δ/Δ^ mice, PLN-ASO directly addressed the root cause of the disease, resulting in a dramatic treatment benefit. Therefore, we were also interested in assessing PLN-ASO effects in a cardiac disease model where calcium handling is impaired, but where PLN is not believed to be the direct instigator of disease. To this end, we evaluated mice lacking muscle LIM protein (*Cspr3/Mlp*^*−/−*^), an established model for DCM^29^. CSPR3/MLP is a structural protein located at the Z-line in cardiac and slow-twitch skeletal muscle cells, but also has a nuclear translocation signal. It has been implicated to play a role in muscle differentiation and as a mechanical stress sensor converting upstream signals into both intra- and intercellular functional responses^30^. Mutations in this gene can lead to both DCM and familial hypertrophic cardiomyopathy in humans^31^. *Cspr3/Mlp*^*−/−*^ mice develop a DCM phenotype, typically at the age of 8–12 weeks; however, disease onset variability was observed^29^. Previous work has established this model to be amenable to improvements in cardiac function by additional genetic ablation of *Pln*^8^. Recently, this has been confirmed in a study showing that DWORF overexpression, a micropeptide enhancing SERCA2a activity by displacing PLN, prevents cardiac dysfunction in *Cspr3/Mlp*^*−/−*^ mice^32^.

To test whether therapeutic reductions of PLN protein levels would improve cardiac function in already diseased mice, PLN-ASO (ASO#26_C or ASO#27) or vehicle control (PBS or control ASO) were subcutaneously administered to *Cspr3/Mlp*^*−/−*^ mice after onset of disease (Fig. 3a, Supplementary Data 1). Mice were followed for 28 days before terminal analyses. PLN-ASO treatment resulted in a 70–90% reduction in *Pln* mRNA (Fig. 3f) and total PLN protein levels (both pentamer and monomer) in the heart (Fig. 3b and Supplementary Fig. 11). Expression of SERCA2 was not significantly affected by the disease condition or PLN-ASO treatment at the mRNA or protein level, while such treatment increased the ratio of SERCA2 to its inhibitor PLN (Fig. 3b, f and Supplementary Fig. 11). PLN protein downregulation appeared uniformly across cardiomyocytes (Supplementary Fig. 12). A PLN ASO pharmacokinetics and dynamics study showed an almost immediate onset of PLN downregulation on the mRNA level, followed by protein levels around 7 days later, and a sustained PLN knockdown effect post treatment (Supplementary Fig. 13).

**Fig. 3:**
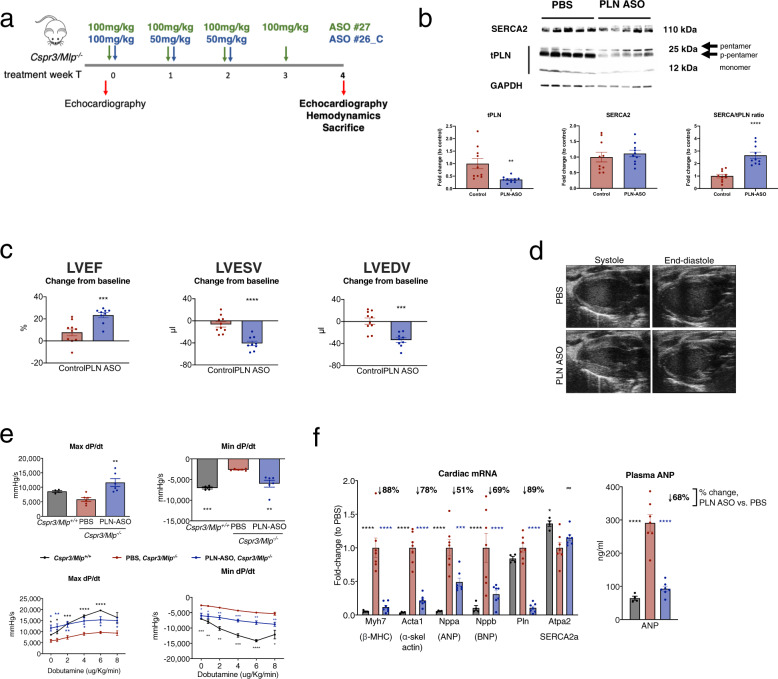
Repeated subcutaneous injection of PLN ASO in Cspr3/Mlp^*−/−*^ mice reverses signs and symptoms of heart failure. **a** Experimental design of the PLN-ASO *Cspr3/Mlp*^*−/−*^ intervention study. Repeated studies were run with either PLN-ASO #27 (100 mg/kg on Days 0, 7, 14, and 21) or PLN-ASO #26_C (100 mg/kg on day 0, 50 mg/kg on days 7 and 14) (Supplementary Data 1). Echocardiography was performed at baseline (i.e., before treatment initiation), and at end of study (i.e., after 28 days of treatment), followed by termination of animals. Hemodynamic assessment was done between day 24 and 28. **b** Representative Western blot of LV protein lysates stained for PLN protein to detect the monomer and pentamer. Protein loading was normalized to GAPDH and total PLN protein were semi-quantified by calculating intensities relative to PBS treated control (PBS *n* = 10, PLN-ASO #26_C *n* = 10). **c** Individual echocardiography assessment and quantification of left ventricular ejection fraction (LVEF), left ventricular end-systolic volume (LVESV), and left ventricular end-diastolic volume (LVEDV) 28 days after treatment relative to baseline measurements. *Cspr3/Mlp*^*−/−*^ mice with LVEF ≤ 45% at study initiation were included in analysis, combination of study 1* + 2^ (PLN-ASO #26_C treated *n* = 6* + 3^, PBS treated *n* = 7*, Control-ASO *n* = 1^, and no injection *n* = 2^ (Supplementary Data 1)). **d** Representative B-MODE echocardiography image of a *Cspr3/Mlp*^*−/−*^ heart 28 days post treatment with PBS or PLN-ASO#26_C. **e** Hemodynamic assessment of the maximum/minimum first derivative of LV pressure (Max dP/dt and Min dP/dt) was performed at 24–28 days following PLN-ASO_#27 or PBS treatment at baseline and upon increasing dobutamine doses of 0, 2, 4, 6, 8 µg/kg/min in a study 3 (*n* = 4 for *Cspr3/Mlp*^*+/+*^, *n* = 6 *Cspr3/Mlp*^*−/−*^ PBS, and *n* = 6 *Cspr3/Mlp*^*−/−*^ PLN-ASO_#27. For this study cohort *Cspr3/Mlp*^*−/−*^ mice were selected based on high plasma ANP levels (>119 ng/ml) and randomized into treatment groups based on LVEF baseline levels (Supplementary Data 1)). **f** RT-PCR fold change analysis of transcriptional heart failure markers and plasma ANP ELISA in *Cspr3/Mlp*^*−/−*^ PBS (*n* = 7) and *Cspr3/Mlp*^*−/−*^ PLN-ASO #27 (*n* = 7) mice relative to non-HF *Cspr3/Mlp*^*+/+*^ mice (*n* = 4) after 4 weeks of treatment. Students’ *T* test, one and two-way analysis of variance were used for analyses, with PBS/vehicle-treated animals as the reference group in multiple comparison analyses. Asterix denotes significance level based on two-sided *P* values compared to PBS/vehicle control with: *P value < 0.05; **P value < 0.01; ***P value < 0.001; ****P value < 0.0001. Single values are depicted, and error bars represent standard error of the mean (SEM). ASO antisense oligonucleotide, ANP atrial natriuretic peptide. Source data are provided as a Source Data file.

Echocardiography was performed at baseline and after 4 weeks of treatment to compare responses to treatment, and mice with signs of HF at study initiation (LVEF ≤ 45%; median, 37.6%; interquartile range, 32.2–42.0%) were analyzed. Improvements of LVEF (60 ± 8 vs. 46 ± 12%), LVESV (31 ± 11 vs. 56 ± 21 mL) and LVEDV (79 ± 22 vs. 100 ± 25 mL) were observed in PLN-ASO treated versus control mice respectively (all *P* value < 0.001, Fig. 3c, d, Supplementary Data 1). Hemodynamic baseline measurements of WT (*Cspr3/Mlp*^*+/+*^) and *Cspr3/Mlp*^*−/−*^ mice, either PBS or PLN-ASO treated (Supplementary Data 1), showed that left ventricular contractility (assessed by LV dP/dtmax) was significantly enhanced by PLN-ASO treatment compared to *Cspr3/Mlp*^*−/−*^ control mice. In addition, an impaired diastolic function was detected in *Cspr3/Mlp*^*−/−*^ mice (assessed by lower LV dP/dtmin and increased Tau) which was rescued by PLN-ASO treatment to functional levels comparable to wild-type mice (Fig. 3e and Supplementary Fig. 14). In response to increasing doses of the beta-adrenergic agonist dobutamine, *Cspr3/Mlp*^*−/−*^ mice showed a blunted response in contractility and relaxation compared to littermate wild-type controls, which suggested a reduced cardiac reserve in *Cspr3/Mlp*^*−/−*^ mice. The contractility response was mostly normalized by PLN-ASO treatment, and relaxation was enhanced but not normalized upon increasing dobutamine doses (Fig. 3e). Heart rate was not affected by PLN-ASO treatment (Supplementary Fig. 14). Furthermore, there was no effect on peak systolic and end-diastolic LV pressure (Supplementary Fig. 14) and no effect on heart and body weight (Supplementary Fig. 15). Whole cell Ca^2+^ flux recordings of adult cardiomyocytes isolated from *Cspr3/Mlp*^*−/−*^ mice after 4 weeks of treatment with PLN-ASO versus control in vivo (Fig. 3a), showed significantly enhanced amplitude and upstroke- and decay velocity, without changes in Ca^2+^ flux durations due to pacing at 1 Hz (Supplementary Fig. 16). Finally, RT-PCR analysis of cardiac transcripts demonstrated reversal of HF associated gene expression, such as *Myh7*, *Acta1*, *Nppa*, *Nppb* in *Cspr3/Mlp*^*−/−*^ mice upon PLN-ASO treatment (Fig. 3f). A reduction of ANP levels was also observed in plasma samples (Fig. 3f). A validation study was performed comparing PLN-ASO (ASO#26_C) to a control ASO, using a similar design as the other studies (Supplementary Fig. 17). PLN-ASO significantly improved LVEF and LVESV over the control ASO treated mice. In summary, PLN ASO treatment substantially reversed the DCM phenotype of *Cspr3/Mlp*^*−/−*^ mice towards that of healthy mice.

### PLN-ASO treatment improves contractility and reduces cardiac dimensions after myocardial infarction

Acquired HF is the most prevalent form of cardiomyopathy in humans. Therefore, we aimed to test the PLN-ASO treatment effects in an acquired HF model. For this purpose, we employed the rat post myocardial infarction (MI) model, which is widely used to test potential therapeutic interventions to treat human disease. In this model, the ischemic event triggers massive cell loss, while cardiac function progressively declines, accompanied by pathological remodeling and impaired intracellular Ca^2+^ handling. This has been extensively evaluated in preclinical MI models and isolated cardiomyocytes from patients with post-MI HF^33,34^. A previous study showed that reduction of inhibitory PLN, and thereby enhanced SERCA2a activity, in post-MI rats could prevent progressive cardiac dysfunction and pathological remodeling^35^. An additional ASO screen for a rat-specific PLN-ASO was performed, similar to that in mouse (Supplementary Fig. 18). Rats underwent permanent left anterior descending artery ligation to induce MI, and then a 6-week interim period to allow disease progression. At this time point, rats underwent an MRI to obtain baseline measurements (average LVEF = 46%) and were randomized into the following treatment groups: PBS, scrambled Control-ASO, PLN-ASO low (25 mg/kg) and high (50 mg/kg) dose, and a repeated dosing regimen was initiated (Fig. 4a). After 5 weeks of treatment, PLN-ASO resulted in a 29% (±12%) or 66% (±12%) reduction of *Pln* mRNA levels (*P* = 0.07 and *P* = 0.0001, Supplementary Fig. 19), and 30% (±4%) or 57% (±4%) reduction in PLN protein levels (both *P* < 0.0001, Fig. 4b and Supplementary Fig. 20) in the low and high-dose group respectively. SERCA2 protein expression levels were not significantly affected by MI or PLN-ASO treatment, and thus the ratio of SERCA2 to PLN expression was significantly increased in rats treated with 50 mg/kg PLN-ASO (Fig. 4b and Supplementary Figs. 19, 20). MRI functional analyses showed no differences between the two control groups (PBS and scrambled ASO treated rats). The average LVEF at the start of treatment was reduced in MI compared to sham (46% (±1%) versus 62% (±1%), *P* value < 0.001), suggesting a moderate HF state, but no further deterioration in LVEF was observed in the following 5-week period in any of the treatment groups (Fig. 4c). However, both LVESV and LVEDV tended to increase with time in the control post-MI groups, and this effect was significantly reversed by high-dose PLN-ASO treatment (change from baseline: LVESV, +51 µl (±8 µl) versus −27 µl (±12 µl), *P* value < 0.0001, LVEDV, +68 µl (±16 µl) versus −52µl (±28 µl), *P* value = 0.0005 in PBS versus high-dose respectively, Fig. 4c). Furthermore, cardiac contractility, as assessed by LV dP/dtmax, was reduced by the MI compared to sham, and this effect was also reversed by PLN-ASO treatment in a dose-dependent manner. Indeed, high-dose PLN-ASO treatment significantly increased dP/dtmax values compared to either PBS, control ASO, and low dose PLN-ASO groups (Fig. 4d). No differences in cardiac relaxation (LV dP/dtmin and tau, Fig. 4d and Supplementary Fig. 21) were observed between treatment groups. Upon increasing dobutamine doses, all groups responded with corresponding increases in inotropy and lusitropy, suggesting a preserved/maintained cardiac reserve (Fig. 4d and Supplementary Fig. 21). No significant effects were observed on heart rate, systemic mean arterial blood pressure, and heart weight by PLN-ASO treatment (Supplementary Figs. 21, 22). However, reductions of body weight gain over the course of the study were observed with control and PLN-ASO treatment (Supplementary Fig. 22).

**Fig. 4:**
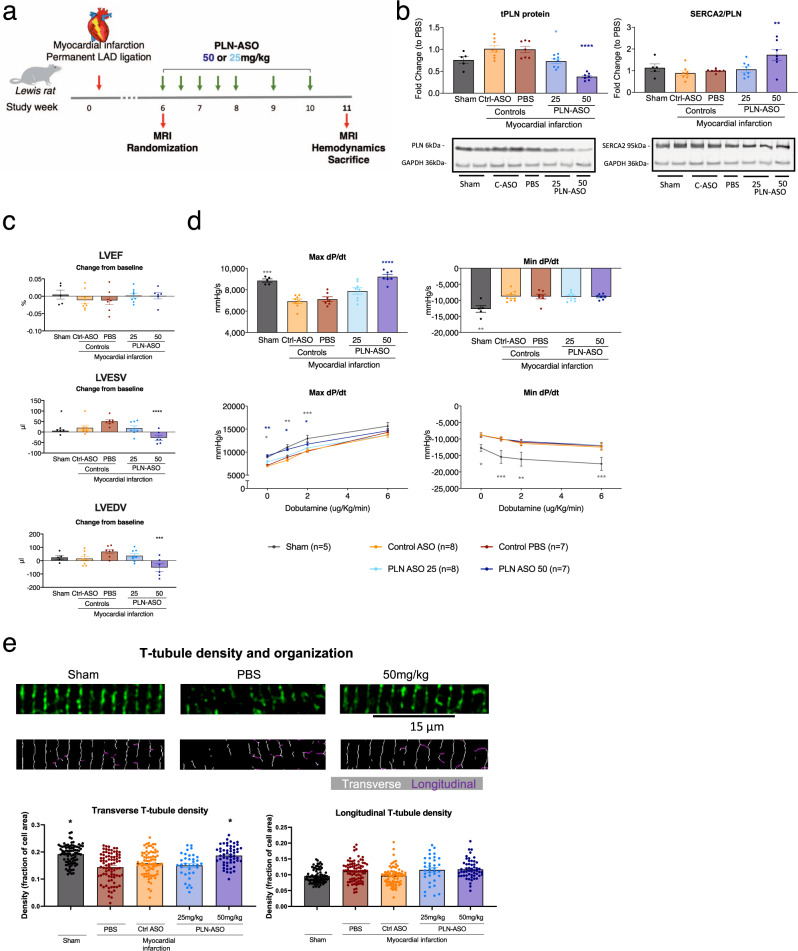
Repeated subcutaneous injection of PLN ASO in rats with a myocardial infarction improves improves contractility and reduces cardiac dimensions. **a** Experimental design of the rat post myocardial infarction intervention study. Six weeks after myocardial infarction, induced by permanent left anterior descending (LAD) artery ligation, an MRI was performed, and rats were randomized into groups. Treatment of ASO#136 was initiated at a 2× weekly dosing for the first 2 weeks followed by 1× weekly dosing (sham *n* = 5, PBS *n* = 7, Control-ASO *n* = 8 (50 mg/kg), PLN-ASO low dose *n* = 8 (25 mg/kg), and PLN-ASO high-dose *n* = 7 (50 mg/kg)). MRI, invasive hemodynamics and sacrifice was performed 5 weeks after treatment initiation, 11 weeks after myocardial infarction. **b** Western blot results of LV protein lysates stained for PLN and SERCA2 protein and semi-quantified relative to PBS treated control samples, intensities were normalized to GAPDH (*n* = 5 for sham, *n* = 7 for PBS and PLN-ASO 50 mg/kg, and *n* = 8 for control ASO and PLN-ASO 25 mg/kg). Representative image of 1 out of 4 membrane stains (Supplementary Fig. 20). Ratio of SERCA2 to PLN is shown as fold change relative to PBS. **c** Individual MRI assessment and quantification of the change in left ventricular ejection fraction (LVEF), left ventricular end-systolic volume (LVESV), and left ventricular end-diastolic volume (LVEDV) between treatment initiation (6 weeks post MI) and 5 weeks after start of treatment showing (*n* = 5 for sham, *n* = 7 for PBS, *n* = 8 for control ASO, *n* = 8 for PLN-ASO 25 mg/kg, and *n* = 6 for PLN-ASO 50 mg/kg). **d** Hemodynamic assessment of the maximum/minimum first derivative of LV pressure (Max dP/dt and Min dP/dt) performed at study end, 5 weeks after treatment start, at baseline and upon increasing dobutamine doses of 0, 1, 2, and 6 µg/kg/min (*n* = 5 for sham, *n* = 7 for PBS and PLN-ASO 50 mg/kg and *n* = 8 for control ASO and PLN-ASO 25 mg/kg). **e** Left ventricular sections from all treatment groups were stained for Caveolin-3 to visualize t-tubules. The density and proportions of transverse and longitudinally-oriented elements were determined using custom-made software in MatLab (see methods for details). Number of cells/animals analyzed: sham: *n* = 83 (rats *n* = 5), PBS *n* = 82 (rats *n* = 5), control ASO *n* = 76 (rats *n* = 4), PLN-ASO 25 mg/kg *n* = 35 (rats *n* = 3), and PLN-ASO 50 mg/kg *n* = 54 (rats *n* = 5). A repeated measures model with one-sided paired contrasts was used to compare the mean differences between treatments and a control group (PBS). Dunnett’s test was used to adjust *p* values for multiple contrasts with the vehicle/reference group. For other data, one or two-way analysis of variance was used for analyses, with PBS treated animals as the reference group in multiple comparison analyses. Asterix denotes significance level based on two-sided *P* values compared to PBS with: *P value < 0.05; **P value < 0.01; ***P value < 0.001; ****P value < 0.0001. Single values are depicted, and error bars represent standard error of the mean (SEM). ASO antisense oligonucleotide, LAD left anterior descending artery, MRI magnetic resonance imaging. Source data are provided as a Source Data file.

Reduced cardiomyocyte contractility during HF is centrally linked to impaired Ca^2+^ cycling following disruption of t-tubules^36^. Indeed, an intact t-tubule network is a prerequisite for proper excitation-contraction coupling. Since previous work has indicated that recovery from HF following SERCA overexpression critically involves recovery of t-tubule structure^37^, we hypothesized that similar changes underlie recovery of systolic function in post-MI rats treated with PLN-ASO^36^. To this end, we assessed t-tubule density and organization by confocal microscopy in ventricular sections labeled with caveolin-3 (Fig. 4e). We first analyzed the density of T-tubules exhibiting a transverse orientation, as these are the primary sites of Ca^2+^ -induced Ca^2+^ release in cardiomyocytes^36^. In agreement with previous work^38^, transverse t-tubule density was observed to be decreased in the myocardium proximal to the infarction (max distance = 500 µm) in hearts treated only with PBS. This effect was markedly attenuated in animals that received the highest ASO dose (50 mg/kg), as transversely-oriented tubules were reestablished to levels similar to those observed in sham-operated controls. Densities of longitudinal elements, which are frequently observed in diseased cardiomyocytes, tended to be increased in all post-infarction treatment groups. In summary, PLN-ASO prevented deterioration of cardiac contractility in the post-MI heart, and this therapeutic effect was linked to normalization of t-tubule structure in cardiomyocytes.

## Discussion

The PLN/SERCA2a interaction is a well-accepted therapeutic HF target, but to date no successful pharmacological strategy has been identified. Previous efforts have used different approaches, mostly focusing on gene therapy, since small-molecule approaches to specifically target the PLN-SERCA2a interaction have been challenging. In this study, we present a strategy using ASOs to decrease *Pln* mRNA. The resulting reductions in PLN protein expression prevented or reversed cardiac dysfunction in three different rodent models of HF and cardiomyopathy, and significantly increased lifespan in a model of hereditary PLN R14del cardiomyopathy.

Our limited understanding of the mechanisms involved in the complex spectrum of HF syndromes and specifically DCM is evident by the scarcity of effective treatments. A common pathophysiological hallmark however is aberrant Ca^2+^ handling in cardiomyocytes, which can include dysfunctional PLN and/or SERCA2a to a variable extent^39^. The contribution of aberrant Ca^2+^ cycling and a dysfunctional PLN/SERCA2a interaction differs between diseases. Whereas PLN is likely a key disease driver in carriers of pathological PLN variants, abnormal Ca^2+^ cycling is rather a consequential aggravating factor in common acquired heart disease, such as MI. In a murine transverse aortic constriction model, simulating cardiac pressure overload induced HF, Morihara et al. showed the short-term effects of a locked nucleic acid ASO targeting PLN administered via a single intravenous dose using a proprietary hydrodynamic delivery system^23^. A 6.5% improvement in FS after 1 week was observed in treated mice^23^. This minor and isolated improvement in FS was observed in a total of five mice, with no safety or efficacy data on repeated administrations, long-term follow-up or other clinically relevant models. The clinical tolerability and safety of this delivery solution and methodology is untested, as it is only used as a research tool. Conversely, we set out to evaluate a therapeutically relevant means to reduce PLN expression using cET-modified gapmer ASOs administered subcutaneously. Such ASOs, commonly referred to as generation 2.5, are currently under clinical evaluation across a number of different indications^40^. To robustly test the efficiency and potential clinical translatability of PLN-ASO treatment in a variety of cardiac disease, covering the aforementioned aspects, we selected three different rodent HF models: two mouse DCM models, one driven by mutant PLN R14del, and the other driven by a Cspr3/Mlp^*−/−*^ mutation, and a rat post-MI model to represent common acquired heart disease (Fig. 5. Summary figure).

**Fig. 5:**
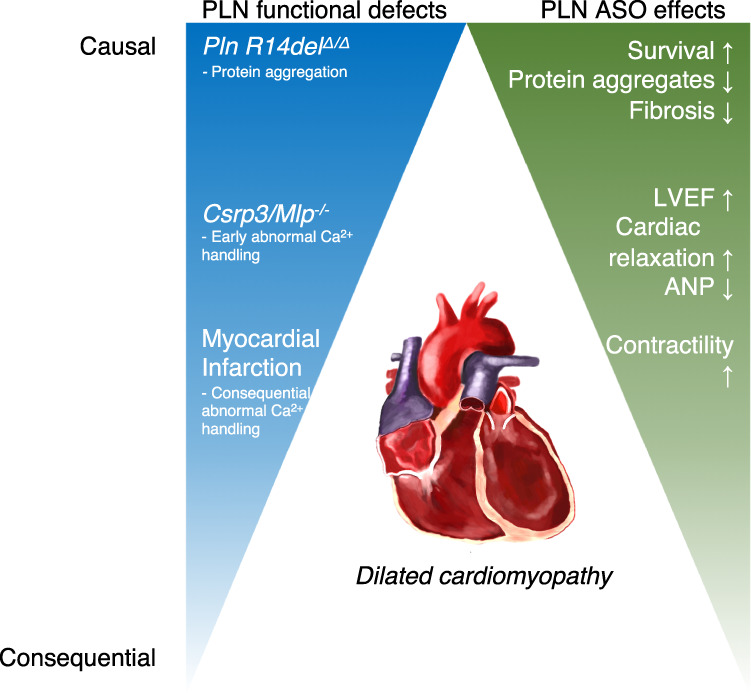
A graphical study summary showing increased beneficial PLN ASO treatment effects with increased contribution of PLN to disease. Summary figure of study results. Three murine models of a dilated cardiomyopathy were studied, including the genetically engineered mouse models of PLN R14^Δ/Δ^ and *Csrp3/Mlp*^*−/−*^, and the rat myocardial infarction model. PLN functional defects are causative to the pathology observed in PLN R14^Δ/Δ^, early contributing to the pathology in *Csrp3/Mlp*^*−/−*^, and consequential and aggravating in myocardial infarction. In line with this, the beneficial effects of the PLN-ASO were most abundant in the PLN R14^Δ/Δ^ and *Csrp3/Mlp*^*−/−*^ models, showing almost complete prevention or reversal of disease phenotype. In our myocardial infarction model, the PLN-ASO restored cardiac dimensions and contractility, but not relaxation or left ventricular ejection fraction. ASO antisense oligonucleotide, ANP atrial natriuretic peptide.

Of all currently known *PLN* variants, the PLN R14del pathogenic variant is the most prevalent with a population over 1200 carriers identified to date^41^. A recent study described high similarity in features of human disease and the PLN R14^Δ/Δ^ mouse model, which we also used in these studies^27^. This first study also included pharmacological interventions, but showed that standard HF therapy including a beta-blocker and aldosterone antagonist was ineffective in preventing cardiac dysfunction in the PLN R14^Δ/Δ^ mouse model^27^. The more specific PLN-ASO therapy, in contrast, could prevent all characteristic signs of PLN R14del cardiomyopathy: PLN protein aggregation, severe cardiac fibrosis, cardiac dilatation, impaired contractility, and abnormal ECG readings. This was accompanied by a significantly increased lifespan by at least threefold, from the average age of 8 weeks to a minimum of 24 weeks. Towards study end, treated PLN R14^Δ/Δ^ mice started to show signs of a cardiac functional decline which might be due to the relatively low maintenance dose of PLN-ASO. However, we could not quantify PLN protein downregulation in the PLN-ASO treated mice vs. vehicle during follow-up, since all vehicle-treated control mice died before the age of 9 weeks. Given the present strong PLN-ASO efficiency data, this treatment strategy holds promise of becoming a first precision drug for this group of patients, for whom no adequate treatment is currently available other than a heart transplant. To demonstrate the general applicability of a PLN-ASO, we corroborated our findings in two independent murine models, where HF is not primarily driven by aberrant Ca^2+^ signaling.

The exact mechanism by which *Cspr3/Mlp*^*−/−*^ results in cardiac disease is still under investigation. However, Ca^2+^ handling abnormalities were shown to be present, and to contribute to the phenotype in *Csrp3/Mlp*^*−/−*^ mice in previous in vivo studies^32,42^. Recently, engineered *Csrp3/Mlp*^*−/−*^ induced pluripotent stem cell-derived cardiomyocytes were shown to develop a hypertrophic and HF phenotype due to abnormal Ca^2+^ handling which could be improved by exposure to a L-type Ca^2+^ channel blocker^43^. Although we did not observe impaired Ca^2+^ fluxes in the *Csrp3/Mlp*^*−/−*^ cardiomyocytes, the PLN-ASO improved Ca^2+^ handling as hypothesized. Correspondingly, the PLN-ASO normalized cardiac function and dimensions in vivo, comparable to earlier results describing the prevention of the *Csrp3/Mlp*^*−/−*^ cardiac phenotype when combined with the genetic deletion of *Pln* or DWORF, a SERCA2a activator, overexpression^8,32^.

Aberrant Ca^2+^ signaling and downregulation of SERCA2a has been established by many groups in the well-studied rat MI model. Interference with PLN/SERCA2a in MI models was reported to have some beneficial effects, mostly when used as a preventive strategy and on reducing arrhythmias^35,44,45^. Here, we aimed to intervene with the progression of LV remodeling, both at the whole-heart and subcellular level, after this process was already set in motion. Thus, we initiated PLN-ASO treatment 6 weeks post-MI, and tracked cardiac structure and function over the ensuing weeks. We observed that cardiac dimensions progressively increased over the course of the study in placebo-treated rats, and these changes were halted or even improved by PLN-ASO. In addition, impairment of cardiac contractility in post-MI hearts was significantly reversed by PLN-ASO. Cardiac relaxation was not improved, potentially highlighting the complexity of diastolic relaxation and its dependence on cardiomyocyte morphology and cardiac tissue composition alongside diastolic Ca^2+^ uptake^46,47^. Interestingly, in agreement with a moderate stage of HF induced in placebo-treated rats, overall SERCA levels did not decline compared to sham control rats. These findings suggest that a supranormal SERCA/PLN ratio can be therapeutic in treating HF, even in the absence of SERCA depression and an advanced stage of the disease. Interestingly, improvement of cardiac contractility was linked to preservation of cardiomyocyte t-tubule structure. Indeed, t-tubule disruption is a well-established mechanism for impaired contractile function in HF, and pharmacological treatment of heart failure is frequently associated with t-tubule repair^36^. Our current observations appear to be in agreement with previous work that has indicated that SERCA overexpression can directly repair t-tubule derangement in this disease^37^. While the underlying mechanisms are unclear, recent work has indicated that declining SERCA expression and t-tubule structure are closely linked to the dilation of ventricular dimensions during HF progression^38,48^. The current study supports this link, and indicates that increasing SERCA activity can reverse detrimental remodeling at both the whole-heart and subcellular level. We speculate these effects could be more pronounced with an earlier timed intervention, prior the onset of extensive scarring and remodeling. Compared to gene therapy utilized in earlier studies, these promising results in rodent models of MI, in PLN R14del related cardiomyopathy and DCM (*Cspr3/Mlp*^*−/−*^), highlight the therapeutic potential of targeting cardiac PLN^35,44,45^.

Improvements in cardiac function were achieved with a range of PLN reductions spanning 30–80% in *Cspr3/Mlp*^*−/−*^, PLN R14^Δ/Δ^, and post-MI rats (Figs. 2, 3, 4). This would be expected given previous observations of the gene dosage effects of decreased PLN expression and increased contractility in PLN intact, heterozygous and null mice^49^. Understanding the therapeutic window of PLN inhibition remains speculative and will ultimately require careful dose titration studies in patients. Our data demonstrate that mice with 50% PLN reductions maintain contractile reserve to β-adrenergic stimulation, and similar observations were made in post-MI rats. Due to the physiological differences in cardiac SERCA2a activity, Ca^2+^ cycling and cardiac reserve in rodents vs. humans, future studies in large animal models to define the therapeutic index of PLN inhibition will be necessary before proceeding to clinical studies.

There are several limitations to our approach. As ASOs do not permanently affect gene expression, as might be achieved with gene therapy, repeated subcutaneous administrations will be required for chronic treatment. We feel this is a beneficial attribute, as repeated dosing will allow careful titration of PLN suppression to safely achieve maximally efficacious improvements in SERCA2a function. Like many traditional therapeutics, a therapeutic index can be defined with a margin of safety. This would be especially important considering the potential of the on-target safety concern of the arrhythmogenic potential of increased SR Ca^2+^ leak following excessive SERCA2a activity. We do not have data on a scrambled ASO control in the PLN R14del mice study as we prioritized maximizing the group sizes for either vehicle or PLN-ASO treatments. Future studies will need to determine whether any ASO off-target effect can influence R14del aggregate formation or aggregate toxicity. The studied PLN R14^Δ/Δ^ mouse model is homozygous, and observed effects might thus not be directly translatable to human heterozygous PLN R14del carriers. Ca^2+^ fluxes were assessed using relative fluorescence signals, not allowing the absolute quantification of intracellular, or sarcoplasmic reticulum, Ca^2+^ levels. Future studies will need to determine the extent of SR Ca^2+^ load following PLN inhibition, and whether such effects occur similarly in rodents, large mammals and PLN R14^Δ/Δ^.

Overall, our PLN-ASO experiments suggest potential to further develop such a therapeutic strategy as both a personalized medicine for PLN mutation carriers and as a more generalized treatment for patients with DCM or HF with reduced ejection fraction (HFrEF).

## Methods

All experimental protocols were approved by the local Animal Ethical Committee (permit numbers: AVD10500201583, IVD1583-02-001 and IVD1583-02-006 for PLN-R14del mice, approved by the Experimental Animal Committee of the University Medical Center Groningen, the Netherlands, 86-2015 for rat MI study, 43-15 for Cspr3/Mlp^*−/−*^ study 1 and 2 approved by the Jordbruks verket—regional animal testing ethical board in Sweden and P-0308-100113 approved by Ionis Institutional Animal Care and Use Committee in the USA and were performed conform the ARRIVE guidelines^50^.

### Antisense oligonucleotides

ASOs used in this report were 16mer (S)-constrained ethyl (cEt) modified 3-10-3 gapmers containing three cEt-modified ribonucleotides in each end and 2′-deoxynucleotides in the middle portion of the molecule with a phosphorothioate backbone as previously reviewed^51^. For palmitic acid conjugated ASOs, palmitate was conjugated at the 5′-terminus of the ASO with a phosphodiester linkage as previously described^21^. The nucleotide sequence of ASOs used in the cardiomyocyte and HF studies are shown in the Table 1.

**Table 1:** Antisense oligonucleotide sequences.

ASO	Sequence (5′–3′)
ASO#26	GATAAATGTACTCTGT
ASO#27	GCATATCAATTTCCTG
ASO#136	GTAACTTATATCTTGG
Control-ASO	GGCCAATACGCCGTCA

The sequences of the antisense oligonucleotides used for the in vivo experiments.

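PLN-ASO#27, given to PLN R14Δ/Δ mice, has the sequence GCATATCAATTTCCTG, whose reverse complement is CAGGAAATTGATATGC. PLN-ASO#26 has the sequence GATAAATGTACTCTGT, whose reverse complement is ACAGAGTACATTTATC. Both hold 16 bases, of which 6 are G or C in PLN-ASO#27 and 5 in PLN-ASO#26. Mouse *Pln* (ENSMUSG00000038583) lies on chromosome 10 of GRCm38 from 53337667 to 53345987 on the plus strand and spans 8321 bases. Its 6 annotated transcripts share a coding sequence of 156 bases, or 52 codons, from 53343864 to 53344019. The codon of arginine 14, which the R14del mutation removes, is AGA at 53343903 to 53343905. Neither reverse complement occurs in any of the 6 spliced transcripts. The best site in them has 4 mismatches for PLN-ASO#27 and 5 for PLN-ASO#26, and the reversed sequences reach 5 mismatches each. Intron sequence was not analysed here. Among annotated transcripts of 55450 mouse genes, 0 genes hold a full match, 1 gene holds a site with 1 mismatch for PLN-ASO#27 and 2 genes for PLN-ASO#26, and 49 and 55 genes hold a best site with 2 mismatches.

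**Figure D5:**
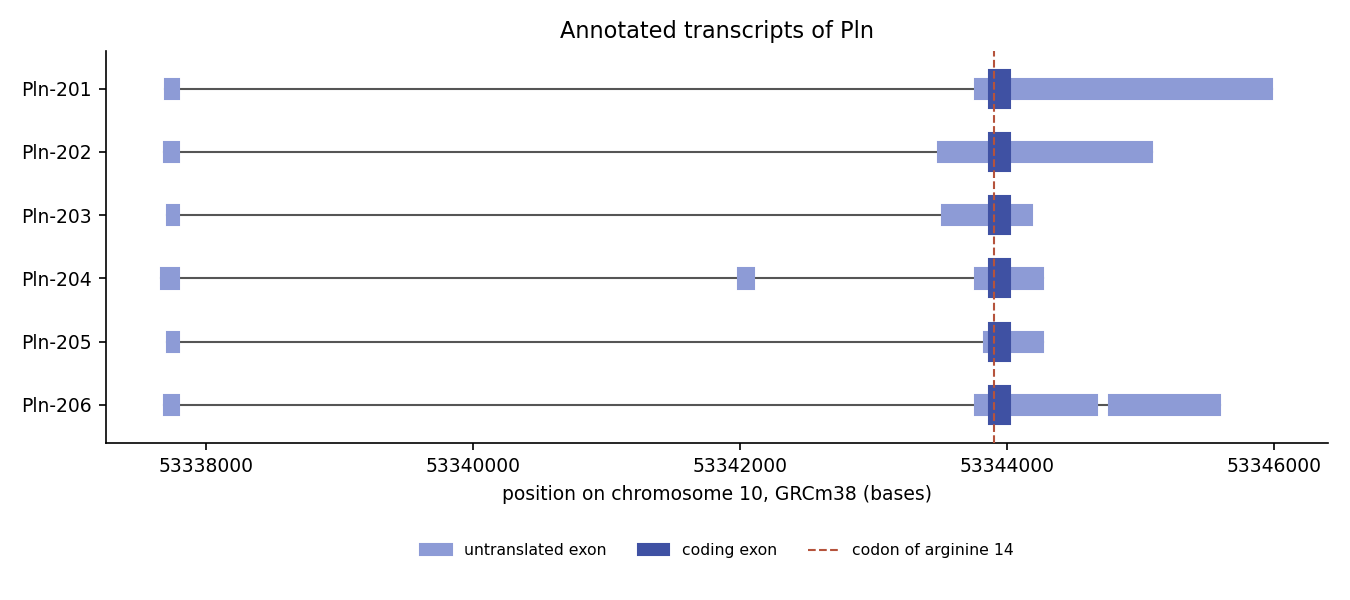
The 6 annotated transcripts of *Pln* on chromosome 10 of GRCm38, with coding exons (tall boxes), untranslated exons (low boxes), introns (lines) and the codon of arginine 14 (dashed line). The coding sequence lies in a single exon of each transcript.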

### Adult mouse cardiomyocyte isolation

Adult cardiomyocytes were isolated using a Langendorff apparatus (Harvard Apparatus). Isolated hearts were kept in ice-cold isolation buffer (NaCl: 12 mM, KCl: 0.54 mM, HEPES: 2.5 mM, MgCl_2_-_6_H2O: 0.05 mM, NaH_2_PO_4_: 0.04 mM, C_6_H_12_O_6_: 24.20 mM) prior to cannulation and perfusion. Mouse hearts were cannulated through the aorta and perfused with isolation buffer for 2–4 min until there was no remaining blood. Next, the hearts were perfused with liberase solution (30 µg/ml) dissolved in isolation buffer containing CaCl_2_-2H_2_O:12.5 µM for 5–7 min. Immediately after, liberase perfusion, the left and the right atria were removed, and the heart were cut into small pieces (2 × 2 mm). Using small forceps, the pieces of muscle were gently agitated to further dissociate the tissue, until it had mostly dissolved. Using a disposable plastic transfer pipette, the solution was then gently pipetted to achieve a homogenous solution. The homogenized solution was transferred to a falcon tube and passed through a 250 µm filter to remove larger tissue debris. Cardiomyocytes were left at room temperature for 15 min to sediment. Once cardiomyocytes settled, supernatant was removed, and cells were resuspended in fresh isolation buffer.

### Neonatal mouse cardiomyocyte isolation and culture

Neonatal mouse cardiomyocytes were isolated from the ventricles of 3-day-old mice homozygous for PLN R14del or wild-type C57Bl6/J littermates after decapitation. After trypsinization, cells were passed through a 40μm cell strainer and plated for 70 min to get rid of large debris and fibroblasts. Cells were plated on culture plates with microcontact printed flexible PDMS substrates at 50.000 cells per well and cultured at 37 °C under 5% CO_2_. Media for the first 24 h was MEM supplemented with 5% FCS and 1% penicillin–streptomycin, hereafter DMEM with 10% FCS and 1% penicillin–streptomycin was used. Media was additionally supplemented with 1% BrdU for the first 4 days. Cells where treated with either 15 μM PLN-ASO or PBS for 30 h. After an additional 24 h, cells were incubated with 2.5 μM Fluo-4 (F14201, Invitrogen) for 20 min at RT, followed three washes with warm PBS and placed in RPMI media with HEPES 1:1000. Cell were then paced at 3 Hz and live imaging was recorded at 74 fps using a DeltaVision Microscope System from GE Healthcare^52^.

### Intracellular Ca^2+^ transients imaging and analysis

Adult mouse cardiomyocytes were incubated with Fluo-4 (Molecular Probes) at 5 µM for 30 min. Fluo-4 was incubated in Tyrode’s solution for 30 min to wash and allow for Fluo-4 de-esterification before imaging. For Ca^2+^ recordings, cells were place in Tyrode’s solution containing: CaCl_2_: 180 mM, NaCl:130 mM, KCl:5.4 mM, HEPES:25 mM, MgCl_2_·6H_2_O: 0.5 mM, NaH_2_PO_4_: 0.4 mM; pH 7, 4 at 37 °C. Cardiomyocytes were paced at 1 Hz and live imaging was recorded at 100fps. Loaded cardiomyocytes were mounted on glass bottom organ dishes (Matek, P35G-1.5-14-c) coated with matrigel (Gibco, 356230). Cell were imaged using a Nikon Eclipse with a Yokogawa CSU-X1 spinning disk and an EM-CCD Andor camera for high speed acquisition. Individual whole cell Ca^2+^ transient intensities were analyzed in R software. Ca^2+^ transients are calculated as ∆F/F_0_, with signal levelling and background normalization, where F_0_ is background fluorescence and F if fluorescence intensity. For each cell, Amplitude (peak intensity), Time to Peak, Time to Base, Upstroke Velocity and Decay Velocity were calculated. Isoproterenol was used at a final concentration of 250 nM.

### In vivo studies

#### Treatment of PLN R14^Δ/Δ^

Generation of PLN-R14^Δ/Δ^ mice was previously described^27^. In short, the third, and coding, exon of the *Pln* gene was flanked by *loxP* sites (*floxed*) and followed by a third exon of the *Pln* gene with the c.40-42del AGA mutation in a C57BL6/N mouse line. Mice were crossed with germline *Cre*-expressing mice, replacing the wild-type PLN exon-3 with the PLN-R14del exon-3. The offspring were backcrossed into a C57BL6/J background for at least five generations. ASOs were formulated in PBS and subcutaneously injected into the neck compartment at a dose of 100 mg/kg on days 0, 7, 14, and 21 followed by 50 mg/kg on days 49, 77, 105, and 133 (see Fig. 3a for dosing scheme). Mice were randomly allocated to groups based on gender. For all PLN R14^Δ/Δ^ experiments, wild-type data for reference were, in accordance with the 3 R’s (replacement, reduction and refinement) reused from a previous report in case of cardiac MRI and ECG experiments^27^. For RNA, protein and histological assessments, new experiments were performed on previously acquired material. The investigators were blinded to experimental settings during in vivo experiments, data acquisition and analysis. Equal ratios of male and female mice were used for all experiments. Mice were housed on a 12 h light/12 h dark cycle with *ad libitum* access to chow and water, ambient temperature at 20–24 °C and 45–65% humidity. Imaging and euthanasia were performed under 2–3% isoflurane (TEVA Pharmachemie, The Netherlands) anesthesia mixed with oxygen via an aerial dispenser. Heart and respiration rate and body temperature were continuously monitored.

#### Cardiac MRI of PLN R14^Δ/Δ^ mice

Mice were anesthetized with isoflurane (2%) and imaged in a vertical 9.4-T, 89-mm bore size magnet equipped with 1500 mT/m gradients and connected to an advanced 400 MR system (Bruker Biospin) using a quadrature-driven birdcage coil with an inner diameter of 3 cm. Respiration and ECG were continuously monitored and maintained at 20–60 breaths per minute and 400–600 bpm, respectively. ParaVison 4.0 and IntraGate software (Bruker Biospin GmH) were used for cine MR acquisition and reconstruction. After orthogonal scout imaging, short-axis (oriented perpendicular to the septum) cardiac cine MR images were acquired. Semi-automatic contour detection software (CVI^42^, version 5.6.6, Circle Cardiovascular Imaging, Canada) was used for the determination of the LV end-diastolic volume, LV end-systolic volume, stroke volume, and ejection fraction (EF), as described^53^.

#### Electrocardiography of PLN R14^Δ/Δ^ mice

ECG recordings were acquired using two-lead subdermal needle electrodes, connected to a PowerLab 8/30 data acquisition device (model ML870, ADInstruments, Australia) and an animal Bio Amp biological potential amplifier (model ML136, ADInstruments) as previously reported^54^. RR-, PR-, QRS- and QT-intervals, P-duration, P-, Q-, R-, S- and T-amplitudes, ST-height and heart rate were analysed using the ECG Analysis module in the LabChart Pro software version 8 (ADInstruments).

#### Cspr3/MlpKO mice maintenance, and study details

C57BL6/N *Cspr3/Mlp*^*−/−*^ males and females were used for several in vivo studies, see Supplementary Data 1 for experimental details. Mice were housed on a 12 h light/12 h dark cycle with *ad libitum* access to chow and water, ambient temperature at 21–22 °C and 50% humidity. ASOs were formulated in PBS and subcutaneously injected into the flank or neck compartment at a dose of 100 mg/kg on Day 0 and 50 mg/kg on Days 7 and 14 for palmitate conjugated PLN-ASO, and at a dose of 100 mg/kg on Days 0, 7, 14, and 21 for parent PLN-ASO (see Fig. 3a for dosing scheme). The mice were randomly allocated to groups based on body weight, gender, age, and LVEF. For echocardiography measurements, animals with LVEF < 45% were included in analysis. For hemodynamic and RT-PCR analysis, the entry criteria for mice were high plasma ANP levels (>119 ng/ml), followed by randomization into two treatment groups based on EF% baseline levels (Supplemetary Table 1).

#### Echocardiography of Cspr3/MlpKO mice

Mice were anaesthetized using 2.5% isoflurane (Forene^®^) mixed to air and then maintained on 1.5–2% isoflurane during the assessment. During the examination the mice were kept on a Physio Plate (Visualsonics, Canada) to keep normal body temperature and to monitor ECG and respiration. The ultrasound probe (MS400, 18–38 MHz) was connected to an ultrasound biomicroscope (Vevo 2100 System, Visualsonics, Canada). An LV long-axis parasternal B-mode in long-axis view was captured, followed by a 90° clockwise rotation of the ultrasound probe adjusted to the level just caudal to the mitral level to obtain short-axis B-MODE sequences and motion-mode (M-MODE). Anterior and posterior wall thickness as well as end-diastolic LV dimension was measured using the American Society of Echocardiography leading edge. End-diastole was defined at the R-tag in the ECG signal. LV wall thickness was calculated as the average of the anterior and the posterior wall thickness. LVM was calculated based on the uncorrected cubic formula: LVM = l.055 × [(P + A + EDD)^3^ − (EDD)^3^], where P and A indicate Posterior and anterior wall thicknesses, respectively, and EDD is the end-diastolic LV diameter. FS and EF were calculated from short-axis MMODE measurements as follows: FS (%) = 100 × [(LVIDd − LVIDs)/LVIDd; EF(%) = 100 × [(LVIDd^3^ − LVIDs)^3^)/LVIDd^3^; CO(mL/min) = EF × LVIDd^3^ × heart rate/100. LVIDd and LVIDs are LV internal dimensions (LVID) during diastole and systole, respectively. All measurements were averaged calculated from three consecutive cardiac cycles with animal’s treatment group blinded to the sonographer. The animals were euthanized following echocardiographic examination. The hearts were punctured for a terminal blood sample using 1 mL syringes Omnifix-F BRAUN and TERUMO NEOLUS 23G × 1”. Whole blood samples were mixed with the EDTA anticoagulant and stored at 2 to 8 °C. For plasma samples a microvette 500 LH Li-Hep for total protein, albumin, haptoglobin, alpha1 glycoprotein was used and samples were frozen at −80 °C until analysis. Heart weight and tibia length were measured. For histologic examination, organs were fixed in 10% buffered formalin, followed by paraffin embedding. The investigators were blinded to experimental settings during all data acquisition and analysis.

#### Hemodynamic measurements of Cspr3/MlpKO mice

Mice were anesthetized with a mixture of ketamine (100 mg/kg) and xylazine (5 mg/kg) intraperitoneally. After endotracheal intubation, the mice were connected to a volume-cycled rodent ventilator. A PE-50 catheter was placed in the left jugular vein and used for intravenous access. Through the right carotid artery, a 1.8-French high-fidelity catheter tip micromanometer was inserted via a small incision, and the tip was manipulated across the aortic valve into the left ventricle (LV). A bilateral vagotomy was performed. When LV pressure and heart rate became stable, dobutamine was given intravenously by an infusion pump, at a rate at 0, 0.75, 2, 4, 6, and 8 μg/kg/min. When a stable and reproducible pressure reading was obtained, LV pressure, Tau, Maximum positive and negative first derivative of left ventricular pressure (±dP/dtmax) were recorded and averaged from 12 beats. The body temperature was maintained at 37 °C by external heating both from the table and from a heating lamp during the experiment.

#### Rat myocardial infarction and treatment

Male Lewis rats at 8 weeks of age and a weight of ~250 g were housed on a 12 h light/12 h dark cycle with *ad libitum* access to chow (R3 (Lactamin^®^)) and water, ambient temperature at 21–22 °C and 50% humidity. For induction of permanent LAD occlusion, the animals were anaesthetized with Isofluran^®^, intubated, and connected to a rat ventilator. The rats were ventilated with air ~1100 ml/min and oxygen ~100 ml/min (~50) strokes/min, (~4 µl tidal volume). Core temperature was maintained at 37.5 ± 1 °C by a heated operating table and a heating lamp controlled by a rectal thermometer. Electrodes were inserted under the skin to register ECG monitored and recorded (PharmLab). The rats were subjected to left thoracotomy at the fifth intercostal space ~2 to 3 mm to the left of the sternum. A rib spreader was used to keep the incision open. The pericardium was then opened and a ligature with a 7–0 suture was placed around the left coronary artery and the artery was occluded by tying the ligature. Induction of ischemia was confirmed by observed paleness of the heart distal from the suture and ST-elevation of the ECG signal. The chest was then sutured, and the rat was monitored during continued maintenance of body temperature and ventilation until it regained consciousness and could be disconnected. Six weeks post LAD occlusion rats were randomized into four treatment groups (PBS, Control-ASO, PLN ASO 25 mg/kg, PLN ASO 50 mg/kg) and treatment was initiated. Randomization was based on plasma cTnI levels one day post-infarction (LVEF% to cTnI correlation was used to estimate LVEF%), as well as visual infarct size score^55^, BW, and HR at baseline (6 weeks post MI). Parent rat PLN-ASO and Control ASO were formulated in PBS, and were subcutaneously injected into the neck compartment at a dose of 50 mg/kg (PLN-ASO, Control-ASO) or 25 mg/kg (PLN-ASO) twice weekly at week 6 and 7, and once weekly at week 8–11 of study (see Fig. 3a for dosing scheme).

#### Magnetic resonance imaging of rats

All MRI scanning was performed on a 4.7-T Bruker Biospec (Bruker BioSpin GmbH, Germany) using a 72-mm quadrature coil (Rapid Biomedical GmbH, Germany). Animals were placed in the supine position and exposed to inhalation anesthesia (Isoba^®^ vet isoflurane, Schering-Plough Ltd., England). Physiological monitoring included temperature assessments with a rectal probe, respiration rate and ECG evaluation via the SA instruments platform (SA Instruments, Inc., USA). Animals temperature was maintained at 37.0 ± 0.2 °C via circulating perfluorocarbon and respiration rate was kept at 60 ± 5 breaths per minute. Twelve short-axes CINE time series (temporal resolution 8 ms) covering the left ventricle and two perpendicular long-axis slices were acquired for the assessment of systolic function using a gated gradient-echo imaging sequence. The other sequence parameters were a 2.1-ms echo time, 25° flip angle, 128 × 192 image matrix, 200-kHz/pixel bandwidth, 1.5 mm slice thickness, and 40 × 60 mm^2^ field-of-view. The left ventricles were manually delineated by an expert, and LVEF, LVESV, and LVEDV were derived via the post-processing software package Segment (Medviso AB, Sweden).

#### Hemodynamic measurements of rats

At study week 10–11, the animals were anaesthetized with isoflurane (Attane vet, VM Pharma AB, Stockholm, Sweden) gas (5%) in a gas chamber and kept anaesthetized by breathing isoflurane gas through a mask. A catheter (plastic tubing PE 10 connected to a PE 50, Intramedic^®^ polyethylene tubing, Becton Dickinson, Sparks, MD, USA) was inserted in the right femoral artery for registration of mean arterial blood pressure (MAP) and heart rate (HR). The arterial catheter was flushed with 10 μL/min saline (9 mg/mL, Fresenius Kabi AG, Bad Homburg, Germany) throughout the experiment to maintain patency. An electrocardiogram (ECG) was recorded from skin electrodes. Signals from ECG, MAP, and HR were recorded and sampled by using a computer and software (PharmLab V6.6, AstraZeneca R&D Mölndal, Sweden. Ventricular function was measured via a pressure catheter (1.4F, SPR-847, Millar Instruments, Houston, Texas, US), inserted into the left ventricle via the right carotid artery and dP/dt max/min, ESP, EDP and Tau were measured with and without dobutamine infusion (1, 2, 6 µg/kg × min). The body temperature was maintained at 37 °C by external heating both from the table and from a heating lamp during the experiment.

### T-tubule imaging and analysis

Myocardial rat sections were first de-paraffinized (heating at 60 °C for 60 min) and then submerged in Histo Clear Tissue Clearing Agent (National Diagnostics) for 2 × 3 min. Thereafter, sections were sequentially submerged in 99.9% ETOH and 96% ETOH, and then rinsed three times in dH20. Antigen retrieval was performed by submerging sections in boiling sodium citrate buffer (10 mmol/l C6H5O7Na32H2O, 0.05% Tween20) and steaming using a vegetable steamer (Philips DampfgarerHD9140) for 30 min. After sections had cooled down, they were washed in PBS before permeabilization (0.1% Triton X-100). The sections were then washed with PBS, and blocked with Image-iTTMFX Signal Enhancer (ThermoFisher). Samples were incubated with Caveolin-3 primary antibody (ab2912, Abcam; 1:50 dilution) overnight, and washed with PBS before incubation with Alexa Fluor 488 goat anti rabbit (ab150077, Abcam, 1:100 dilution). Sections were imaged on an LSM800 scanning confocal microscope (Zeiss GmbH, Jena, Germany) using a ×63 objective. Confocal image processing and quantification of t-tubule structure. All images were deconvolved using Huygens Essential software (Scientific Volume Imaging, Hilversum, Netherlands). Using custom-made software in MatLab (The Mathworks, Natick, MA, USA), t-tubule density was determined by first thresholding mean image fluorescence intensity of the entire cell. T-tubule density was then calculated for the cell interior, defined as the above-threshold area divided by the cross-sectional area of the entire cell^56^. T-tubule organization was analyzed by first removing the sarcolemma from the thresholded images before skeletonization. The proportions of transverse- and longitudinally-oriented tubules were then analyzed using a custom macro in MatLab (see for details^38^).

### qPCR

Total RNA from cells and tissues were isolated using TRIzol Reagent (Thermo Fisher Scientific). cDNA was constructed using the QuantiTect RT kit (Qiagen). Relative gene expression was determined by quantitative real-time PCR (qRT-PCR) on a BioRad CFX384 real-time system using Absolute qPCR SYBR Green mix (Thermo Fisher Scientific) or Taqman assay. Gene expression levels were corrected for reference gene expression (36B4), and relative ratios compared to the experimental control group are expressed. The primers used are listed in Supplementary Data 2.

### Western blot

Cells and tissues were homogenized in ice-cold RIPA (50 mM Tris pH 8.0, 1% nonidet P40 0.5% deoxycholate, 0.1% SDS, 150 mM NaCl or ThermoFisher, 89900) or urea containing phosphatase inhibitor cocktail 3 (Sigma-Aldrich) and protease inhibitor (Roche Diagnostics or ThermoFisher, 78440) and 15 mM NaVanadate in selected experiments. Protein concentrations were determined with a DC protein assay kit (BioRad) or BCA protein Assay Kit (Pierce, 23225). Equal amounts of protein were loaded on 10% polyacrylamide gels or a Mini Protein precast gel (Biorad, 4561085). After electrophoresis, the gels were blotted onto PVDF or nitrocellulose membranes. Membranes were then blocked and incubated overnight at 4 °C with the primary antibody, followed by 1 h incubation at room temperature with an HRP secondary antibody. Detection was performed by ECL and analyzed using ImageJ version 2.0.0. Protein quantifications were normalized to total protein staining (Revert 700) or GAPDH protein expression levels. Primary antibodies used: anti-PLN monoclonal (clone 2D12) (ThermoFisher: #MA3-922 1:1000), anti-SERCA2 (ThermoFisher: #MA3-919 1:1000 or Abcam ab150435 1:1000–1:5000), phospho-PLN (Cell Signaling: #8496 1:1000), GAPDH-HRP (1:2000, 1:35.000, Invitrogen MAS-15738).

### Immunohistochemistry

Tissue slices were formalin-fixed, dehydrated, embedded in paraffin (Klinipath) and cut into 4-μm thick transversal sections for histological analysis. Masson’s trichrome stain was performed to detect collagen deposition as a measurement of fibrosis as previously described^57^. Immunofluorescent staining for PLN was performed using a mouse monoclonal anti-PLN antibody (clone 2D12, #MA3-922, Invitrogen) (1:200) labeled with Alexa Fluor 555 (red) using an APEX antibody labeling kit (Invitrogen) according to the manufacturer’s protocol. Sections were co-stained for cardiac troponin I (Abcam 47003 1:100) and DAPI (Vector Laboratories, CA, USA) to stain nuclei blue.

### Plasma measurements

For the Pln R14del studies, Troponin I was quantified using a Sandwich ELISA (LSBio, LS-F24180) in 10× diluted plasma according to manufacturer protocol. AST and ALT were quantified in plasma diluted 4× with NaCl 0.9% according to IFCC with pyridoxal phosphate activation, on a Cobas 6000 (c502) chemistry platform (Roche, Mannheim, Germany). For the other studies, AST and ALT were measured on a clinical analyzer (Olympus, Center Valley, PA). ANP was measured following plasma extraction via a competitive ELISA, as described in Catalog # EIAANP (ThermoFisher, CA)

### RNA sequencing

RNA was extracted from pulverized LV tissue using Lysing matrix D beads (MP Biomedicals) and standard TRIzol extraction (ThermoFisher scientific). RNA quality was determined using RNA Pico Chips on Bioanalyzer 2100 (Agilent) and Truseq stranded mRNA libraries (Illumina) were generated from high quality total RNA (RNA integrity number >8.0). Samples were subjected to single end sequencing on Next Seq 500 platform (Illumina). Reads were aligned to mouse reference genome (mm10) using STAR 2.4.2a^58^ and read count analysis was performed using htseq-count 0.6.1^59^. Differential expression analysis was performed using DeSeq2 1.24.0^60^. Gene set enrichment analysis was performed using Fgsea 1.10.0^61^ and MsigDB v6.2^62^. Genes were considered differentially expressed at a false discovery rate <0.05. Top 200 genes determining the principal components 1 and 2 were assessed for the pathway analyses. Pathways were analyzed using g:Profiler and the Kyoto Encyclopedia of Genes and Genomes database.

### Statistics

Distinct samples were used for all analyses. All data are represented as means ± standard error of the mean (SEM). Two sample *t* test were used to compare two groups with normal distributions, and Wilcoxon rank-sum for 2 group comparisons when non-normally distributed. In case of more than two group comparisons, one-way or two-way ANOVA with post hoc Bonferroni tests were utilized, unless mentioned otherwise. All analyses were carried out using GraphPad Prism software version 8.02 (GraphPad Software Inc.) or STATA version SE 16.0 (StataCorp). All reported *P* values are two-sided unless otherwise noted, a two-sided *P* value of <0.05 was considered statistically significant. All exact *P* values are listed in Supplementary Data 3.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Description of Additional Supplementary Files

Peer Review File

Description of Additional Supplementary Files

Supplemental Data 1

Supplemental Data 2

Supplemental Data 3

Supplemental Data 4

Supplemental Data 5

Reporting Summary

Supplementary Information

## Data Availability

The data supporting the findings from this study are available in the article and the Supplementary Information. RNA-sequencing data are available in the GEO under accession number GSE151156 at. Any remaining raw data will be available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Chang PP (2018). Trends in hospitalizations and survival of acute decompensated heart failure in four US communities (2005–2014). Circulation.

[2] Mamas MA (2017). Do patients have worse outcomes in heart failure than in cancer? A primary care-based cohort study with 10-year follow-up in Scotland. Eur. J. Heart Fail..

[3] Dagenais, G. R. et al. Variations in common diseases, hospital admissions, and deaths in middle-aged adults in 21 countries from five continents (PURE): a prospective cohort study. *Lancet*10.1016/s0140-6736(19)32007-0 (2019).10.1016/S0140-6736(19)32007-031492501

[4] Gheorghiade, M. et al. Developing new treatments for heart failure: focus on the heart. *Circ. Heart Fail*. **9**, 1–8 (2016).10.1161/CIRCHEARTFAILURE.115.00272727166246

[5] Bers DM (2008). Calcium cycling and signaling in cardiac myocytes. Annu. Rev. Physiol..

[6] Eisner DA, Caldwell JL, Kistamás K, Trafford AW (2017). Calcium and excitation-contraction coupling in the heart. Circ. Res..

[7] Kranias EG, Hajjar RJ (2012). Modulation of cardiac contractility by the phospholamban/SERCA2a regulatome. Circ. Res..

[8] Minamisawa S (1999). Chronic phospholamban-sarcoplasmic reticulum calcium atpase interaction is the critical calcium cycling defect in dilated cardiomyopathy. Cell.

[9] Meyer M (1995). Alterations of sarcoplasmic reticulum proteins in failing human dilated cardiomyopathy. Circulation.

[10] Helms AS (2016). Genotype-dependent and -independent calcium signaling dysregulation in human hypertrophic cardiomyopathy. Circulation.

[11] MacLennan DH, Kranias EG (2003). Phospholamban: a crucial regulator of cardiac contractility. Nat. Rev. Mol. Cell Biol..

[12] Miyamoto MI (2000). Adenoviral gene transfer of SERCA2A improves left-ventricular function in aortic-banded rats in transition to heart failure. Proc. Natl Acad. Sci. U.S.A..

[13] Kawase Y (2008). Reversal of cardiac dysfunction after long-term expression of SERCA2a by gene transfer in a pre-clinical model of heart failure. J. Am. Coll. Cardiol..

[14] del MonteF (1999). Restoration of contractile function in isolated cardiomyocytes from failing human hearts by gene transfer of SERCA2a. Circulation.

[15] Greenberg B (2016). Calcium upregulation by percutaneous administration of gene therapy in patients with cardiac disease (CUPID 2): a randomised, multinational, double-blind, placebo-controlled, phase 2b trial. Lancet.

[16] Hoshijima M (2002). Chronic suppression of heart-failure progression by a pseudophosphorylated mutant of phospholamban via in vivo cardiac rAAV gene delivery. Nat. Med..

[17] Haghighi K (2006). A mutation in the human phospholamban gene, deleting arginine 14, results in lethal, hereditary cardiomyopathy. Proc. Natl Acad. Sci. U.S.A..

[18] van der Zwaag PA (2012). Phospholamban R14del mutation in patients diagnosed with dilated cardiomyopathy or arrhythmogenic right ventricular cardiomyopathy: evidence supporting the concept of arrhythmogenic cardiomyopathy. Eur. J. Heart Fail..

[19] Fry, D. C. Targeting Protein-Protein Interactions for Drug Discovery. In *Protein-Protein Interactions: Methods and Applications* (eds Meyerkord, C. L. & Fu, H.) 93–106 (Springer New York). 10.1007/978-1-4939-2425-7_6 (2015).10.1007/978-1-4939-2425-7_625859945

[20] Levin AA (2019). Treating Disease at the RNA Level with. Oligonucleotides. N. Engl. J. Med..

[21] Prakash TP (2019). Fatty acid conjugation enhances potency of antisense oligonucleotides in muscle. Nucleic Acids Res..

[22] Østergaard ME (2019). Conjugation of hydrophobic moieties enhances potency of antisense oligonucleotides in the muscle of rodents and non-human primates. Nucleic Acids Res..

[23] Morihara H (2017). Phospholamban Inhibition by a single dose of locked nucleic acid antisense oligonucleotide improves cardiac contractility in pressure overload-induced systolic dysfunction in mice. J. Cardiovasc. Pharmacol. Ther..

[24] van Rijsingen IAW (2014). Outcome in phospholamban R14del carriers: results of a large multicentre cohort study. Circ. Cardiovasc. Genet..

[25] Karakikes I (2015). Correction of human phospholamban R14del mutation associated with cardiomyopathy using targeted nucleases and combination therapy. Nat. Commun..

[26] te Rijdt WP (2016). Phospholamban p.Arg14del cardiomyopathy is characterized by phospholamban aggregates, aggresomes, and autophagic degradation. Histopathology.

[27] Eijgenraam, T. et al. A novel mouse model of phospholamban p.(Arg14del)-associated cardiomyopathy develops heart failure and is unresponsive to standard heart failure therapy. *Sci. Rep*. (2020) (in the press).10.1038/s41598-020-70780-xPMC753218033009422

[28] Mekahli, D., Bultynck, G., Parys, J. B., De Smedt, H. & Missiaen, L. Endoplasmic-reticulum calcium depletion and disease. *Cold Spring Harb. Perspect. Biol*. **3**, 1–30 (2011).10.1101/cshperspect.a004317PMC309867121441595

[29] Arber S (1997). MLP-deficient mice exhibit a disruption of cardiac cytoarchitectural organization, dilated cardiomyopathy, and heart failure. Cell.

[30] Knöll R (2002). The cardiac mechanical stretch sensor machinery involves a Z disc complex that is defective in a subset of human dilated cardiomyopathy. Cell.

[31] Knöll R (2010). A common MLP (muscle LIM protein) variant is associated with cardiomyopathy. Circ. Res..

[32] Makarewich, C. A. et al. The DWORF micropeptide enhances contractility and prevents heart failure in a mouse model of dilated cardiomyopathy. *Elife***7**, 1–23 (2018).10.7554/eLife.38319PMC620205130299255

[33] Høydal MA (2018). Human cardiomyocyte calcium handling and transverse tubules in mid-stage of post-myocardial-infarction heart failure. ESC Hear. Fail.

[34] Heinzel FR (2008). Remodeling of T-tubules and reduced synchrony of Ca^2+^ release in myocytes from chronically ischemic myocardium. Circ. Res..

[35] Iwanaga Y (2004). Chronic phospholamban inhibition prevents progressive cardiac dysfunction and pathological remodeling after infarction in rats. J. Clin. Investig..

[36] Jones PP, MacQuaide N, Louch WE (2018). Dyadic plasticity in cardiomyocytes. Front. Physiol..

[37] Lyon AR (2012). Plasticity of surface structures and β(2)-adrenergic receptor localization in failing ventricular cardiomyocytes during recovery from heart failure. Circ. Heart Fail..

[38] Frisk M (2016). Elevated ventricular wall stress disrupts cardiomyocyte t-tubule structure and calcium homeostasis. Cardiovasc. Res..

[39] Luo M, Anderson ME (2013). Mechanisms of altered Ca^2+^ handling in heart failure. Circ. Res..

[40] Crooke, S. T., Liang, X.-H., Crooke, R. M., Baker, B. F. & Geary, R. S. Antisense drug discovery and development technology considered in a pharmacological context. *Biochem. Pharmacol*. 114196 10.1016/j.bcp.2020.114196 (2020).10.1016/j.bcp.2020.11419632800852

[41] Hof IE (2019). Prevalence and cardiac phenotype of patients with a phospholamban mutation. Neth. Heart J..

[42] Hoshijima M, Knöll R, Pashmforoush M, Chien KR (2006). Reversal of calcium cycling defects in advanced heart failure toward molecular therapy. J. Am. Coll. Cardiol..

[43] Li X (2019). MLP-deficient human pluripotent stem cell derived cardiomyocytes develop hypertrophic cardiomyopathy and heart failure phenotypes due to abnormal calcium handling. Cell Death Dis..

[44] Motloch, L. J. et al. Primary effect of SERCA2a gene transfer on conduction reserve in chronic myocardial infarction. *J. Am. Heart Assoc*. **7**, 1–16 (2018).10.1161/JAHA.118.009598PMC622296430371209

[45] del Monte F (2004). Abrogation of ventricular arrhythmias in a model of ischemia and reperfusion by targeting myocardial calcium cycling. Proc. Natl Acad. Sci. U.S.A..

[46] Borbély A (2005). Cardiomyocyte stiffness in diastolic heart failure. Circulation.

[47] Zile MR (2015). Myocardial stiffness in patients with heart failure and a preserved ejection fraction: contributions of collagen and titin. Circulation.

[48] Røe ÅT (2019). Regional diastolic dysfunction in post-infarction heart failure: role of local mechanical load and SERCA expression. Cardiovasc. Res..

[49] Lorenz JN, Kranias EG (1997). Regulatory effects of phospholamban on cardiac function in intact mice. Am. J. Physiol. Circ. Physiol..

[50] Kilkenny C, Browne WJ, Cuthill IC, Emerson M, Altman DG (2010). Improving bioscience research reporting: the ARRIVE guidelines for reporting animal research. PLoS Biol..

[51] Crooke ST, Witztum JL, Bennett CF, Baker BF (2018). RNA-Targeted Therapeutics. Cell Metab..

[52] Kijlstra JD (2015). Integrated analysis of contractile kinetics, force generation, and electrical activity in single human stem cell-derived cardiomyocytes. Stem Cell Rep..

[53] Booij HG (2016). Overexpression of A kinase interacting protein 1 attenuates myocardial ischaemia/reperfusion injury but does not influence heart failure development. Cardiovasc. Res..

[54] van der Pol A (2018). OPLAH ablation leads to accumulation of 5-oxoproline, oxidative stress, fibrosis, and elevated fillings pressures: a murine model for heart failure with a preserved ejection fraction. Cardiovasc. Res..

[55] Colucci, W. & Braunwald, E. *Atlas of Heart Failure*. (Current Medicine Group, 2002).

[56] Frisk M (2014). Variable t-tubule organization and Ca^2+^ homeostasis across the atria. Am. J. Physiol. Heart Circ. Physiol..

[57] Van der Pol A (2017). Accumulation of 5-oxoproline in myocardial dysfunction and the protective effects of OPLAH. Sci. Transl. Med..

[58] Dobin A (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[59] Anders S, Pyl PT, Huber W (2015). HTSeq-A Python framework to work with high-throughput sequencing data. Bioinformatics.

[60] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[61] Sergushichev, A. A. An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. *bioRxiv* 060012. 10.1101/060012 (2016).

[62] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. U.S.A..

# Supplementary material for: Phospholamban antisense oligonucleotides improve cardiac function in murine cardiomyopathy
**Source:** Nat Commun. 2021 Aug 30;12:5180. doi: 10.1038/s41467-021-25439-0
**Supplement:** Supplementary file 1 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File Name: Supplementary Data 1.**

**Description:** Source echocardiography data of the *Cspr3/Mlp^-/-^* studies.

EF = left ventricular ejection fraction, TP = Timepoint, ESV = left ventricular end systolic volume, EDV = left ventricular end diastolic volume.

**File Name: Supplementary Data 2.**

**Description:** List of primers used for the SYBR Green and Taqman assays

**File Name: Supplementary Data 3.**

**Description:** The exact P-values for all statistical test presented in the figures are provided.

**File Name: Supplementary Data 4 and 5.**

**Description:** The original R code utilized for the analyses of the RNA sequencing data.

# Supplementary material for: Phospholamban antisense oligonucleotides improve cardiac function in murine cardiomyopathy
**Source:** Nat Commun. 2021 Aug 30;12:5180. doi: 10.1038/s41467-021-25439-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1.**

**Description:** Source echocardiography data of the *Cspr3/Mlp<sup>-/-</sup>* studies.

EF = left ventricular ejection fraction, TP = Timepoint, ESV = left ventricular end systolic volume, EDV = left ventricular end diastolic volume.

### **File Name: Supplementary Data 2.**

**Description:** List of primers used for the SYBR Green and Taqman assays

### **File Name: Supplementary Data 3.**

**Description:** The exact P-values for all statistical test presented in the figures are provided.

### **File Name: Supplementary Data 4 and 5.**

**Description:** The original R code utilized for the analyses of the RNA sequencing data.

How the deposited data were processed for this re-analysis (not part of the article)

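Left ventricular RNA of wild-type and PLN R14Δ/Δ mice was measured by RNA sequencing. The groups were untreated wild-type mice (n = 3), PBS treated PLN R14Δ/Δ mice (n = 4) and PLN-ASO treated PLN R14Δ/Δ mice (n = 4) at 7 weeks of age, and PLN-ASO treated PLN R14Δ/Δ mice at 18 weeks (n = 3), 22 weeks (n = 3) and 26 weeks (n = 2). PLN-ASO#27 was given from 3 weeks of age, 4 times at 100 mg/kg with 1 week between injections, and then at 50 mg/kg every 4 weeks.

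The authors made stranded mRNA libraries, sequenced single-end reads, aligned them to mm10 with STAR and counted reads on genes with htseq-count, and they deposited these counts without normalization, with 1 column per library. The annotation release and the strand option of the counting are not stated in the paper's text, so reads that overlap genes on both strands or that fit near-identical genes may have been left out or assigned to either gene. The table holds 38293 genes, each named by an Ensembl identifier, and no line that names anything other than a gene. A gene symbol was found for 36345 of them (94.9%), which take 99.8% of the counts. All values of the columns used are whole numbers, and no pair of libraries within a group was a copy of another (chi-square per degree of freedom between 4.99 and 41.1 over 22 pairs).

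The table has 20 columns, of which 19 were used. The labels describe 20 samples, and 1 of these, at 24 weeks of age, is not analysed here. A further column of the table (1), headed as replicate 3 at 26 weeks, matched no sample in the labels and was used in no step, so the 26-week group holds 2 hearts. The design written beforehand named 20 libraries for the model, and the model was therefore fitted to 19. The groups follow the labels. Expression of *Xist* and of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* was checked against the sex in the labels. *Xist* was between 294 and 349 CPM in the 6 female libraries and at most 3.58 CPM in the 13 male libraries, and *Ddx3y* at most 0.221 CPM in female and between 48.5 and 97.2 CPM in male libraries. All wild-type libraries are from male mice, whereas the methods of the paper give equal ratios of both sexes.

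Total counts were between 11265801 and 17610443 over the 19 libraries, with a median of 13309255. A count of 0 allows up to 3 counts, and this limit covers counting error only. Where every library of a group had at most 3 counts, the fold change was computed against 3 counts and is given as a lower bound.

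Changed genes were tested with edgeR (version 4.0.16 in R 4.3.3). Library sizes were scaled by TMM, genes with low counts were removed by filterByExpr, which left 14816 genes, and 1 coefficient per group was fitted without covariates by glmQLFit. Each comparison was tested by the quasi-likelihood F test with Benjamini-Hochberg adjustment and a threshold of 0.05, the threshold of the paper, which used DESeq2 with a model of the condition alone. Standard errors were computed as the size of the log2 fold change divided by the square root of F. Single values were compared by two-sided exact permutation tests, and the smallest p that the group sizes allow is given with them. These tests count the smaller one-sided share for both directions, which sets that smallest p. Principal components follow the paper's code, with DESeq2's rlog (version 1.42.0) and the 500 most variable genes of the 11 libraries at 7 weeks, and PC1 was oriented so that PBS treated hearts score higher. The 200 genes with the largest PC1 loadings, computed over all genes tested, were compared with the pathway lists by one-sided Fisher's exact tests.

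The gene lists were written by hand, after the pathways the paper names, because the pathway databases behind the paper's enrichment were not used here. The 8 pathway lists are fatty acid degradation, branched-chain amino acid degradation, ECM-receptor interaction, protein processing in the endoplasmic reticulum, the unfolded protein response, oxidative phosphorylation, complement and coagulation cascades and Ca2+ handling without *Pln*. Marker lists of 7 cell types (cardiomyocytes, fibroblasts, activated fibroblasts, endothelial cells, macrophages, pericytes and smooth muscle cells, and T and B cells) were written in the same way. The value of a list is the median log2 fold change of its genes. Lists were tested with limma's camera (version 3.58.1, preset correlation 0.01) on log2 CPM with a prior count of 2, with adjustment over the 8 pathway lists or the 7 marker lists of a comparison. The score of a heart is its log2 difference from the wild-type mean, averaged over the genes of a list.

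The lists, the tests, 19 alternatives and the rule for the genes to be named were fixed before the data were examined. The rule names the genes of the paper's qPCR, the 3 largest rises and falls past the threshold for PBS against wild-type and PLN-ASO against PBS among genes with at least 10 counts in every library of the higher group and no overlap between groups, the 2 members of each list with the smallest adjusted p, and *Xist* and Y-linked genes. For the comparisons during follow-up, members are named for the unfolded protein response list alone. For some lists a gene that the rule names is not reported here. *Ccn5*, *Cd163*, *Cd68*, *F13a1*, *Gpnmb*, *Lgals3*, *Lyz1*, *Mmp12*, *Palmd*, *Slc8a1* and *Trem2* were chosen after their values were seen, as were *Fhit*, *Il1b*, *Lin7a*, *Pla2g2d*, *Nsf*, *Map4k5* and *Slc39a9*.

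The alternatives were DESeq2 in place of edgeR, RLE in place of TMM, no filter on low counts, a fit to fewer libraries, sex as a covariate, male libraries alone, the replicate number as a block, camera with an estimated correlation, fry, the nearest Reactome sets (from fgsea 1.28.0), other transformations, genes and libraries for the principal components, 500 genes in place of 200, and a looser definition of a reversed gene. Each library was also left out in turn. Ranges across the alternatives do not include these fits, which are given separately. A further 3 were added after values were seen. One leaves out mitochondrial genes, and the others use offsets for the transcript length and GC content of each gene, from splines with 5 degrees of freedom. The first version of the offsets also moved the level of whole libraries, and a version centred within each library replaced it after the values of the first had been seen. Both are reported.

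Comparisons that share the PBS libraries were set beside 20 simulations in which PLN-ASO and PBS counts had the same mean. Each gene was drawn independently of the others in them. An earlier version drew only the PLN-ASO counts anew, and it was replaced after its values had been seen. Results from models over all genes with at least 3 libraries per group were recomputed for each of the 35 splits of the 7 or 8 libraries into groups of the same sizes. For sets of genes, random sets (10000) were drawn with matching transcript length and expression in 5 bins each. A total of 51 tests of explanations were made, of which 9 were chosen after the result was seen. The other tests that use the offsets or leave out mitochondrial genes are not among these 9 and were chosen after other values had been seen.

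The steps were tested on simulated data drawn from the means and library sizes of these libraries, with 200 genes changed. Of these, edgeR called 181 (90.5%) with the right sign among 14345 genes, and it called 10 unchanged genes, whereas it called 0 of 14367 genes when no gene was changed. DESeq2 called 186 (93%) and 23 unchanged genes among 14816 genes. The fit with a replicate block, run on 14345 genes, called 182 (91%) and 8 unchanged genes. With a simulated trend in gene length, 2452 unchanged genes were called without offsets and 11 with offsets, among 14405 genes.

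Sequences of PLN-ASO#26 and PLN-ASO#27 were compared with annotated mouse transcripts of GENCODE release M21 (GRCm38, the assembly that mm10 names), with at most 2 mismatches counted as a near match. Introns were not searched. The correlation with LVEF, the enrichment of the paper's Fgsea step and the other models of the paper are not analysed here. Tables were handled and figures drawn with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.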

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

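Of the tests in this part, the 3 tests on macrophage genes, the test of long genes and the test of a trend with genomic span were chosen only after the result was seen, and the other tests with offsets for gene length and GC content after other values had been seen.

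PLN-ASO replicate 2 at 7 weeks lay far from the other 3 hearts of its group in 2 measures. Its total count was 17610443, against 12563142 to 13309255 in the others, and its PC2 score was 12.0, against 8.86 to 9.30. Both gaps, relative to the range of the group, were above Dixon's 95% critical value for 4 samples. Among 40 groups of 4 values examined in this way, 2 such gaps were found, and chance gives 2 (1 in 20). Without this library, the number of genes changed, PLN-ASO vs PBS at 7 weeks, was 5261 in place of 5561, and the share of PC1 was 76.5% in place of 71.9%. It is the only library of its group from a female mouse, so its depth cannot be separated from its sex, and neither was tested as the source of its PC2 score.

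The unfolded protein response list was higher in follow-up hearts than in PLN-ASO treated hearts of 7 weeks, a difference between groups of different age. Its medians were 0.21 at 18 weeks, 0.10 at 22 weeks and 0.22 at 26 weeks (camera adjusted p = 9.03e-08, 0.00658 and 0.000501). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 1, 6 and 8 of its 68 genes were higher and 0 lower (6, 8 and 8 higher and 0 lower adjusted over the list alone). Averaged over the list, groups overlapped at 18 and 22 weeks (two-sided exact permutation test, p = 0.114 and 0.171) and did not overlap at 26 weeks (p = 0.133, the smallest that 2 against 4 allow). Under fry the adjusted p was 0.17, 0.284 and 0.145, and with the estimated correlation it was 0.507, 0.672 and 0.396. The nearest Reactome set had a median of -0.02 at 18 weeks (camera adjusted p = 0.899, the largest across the alternatives, which gave -0.02 to 0.28). Without PLN-ASO replicate 3 at 7 weeks the median at 22 weeks was 0.03 (camera adjusted p = 0.143). A result as large arose in 10 of the 35 splits of the same hearts at 18 weeks and in 16 of the 35 splits at 22 weeks. These values argue against reading the camera p alone, and other groupings of the hearts stay open as the source of the difference. Age and dose also stay open and were not tested, since both changed together.

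For protein processing in the endoplasmic reticulum the same comparison gave medians of 0.11, 0.10 and 0.10 (camera adjusted p = 1.14e-05, 0.00658 and 0.00993). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 3, 5 and 8 of the 158 genes were higher and 1, 2 and 5 lower (8, 1 and 8 higher and 1, 2 and 5 lower adjusted over the list alone). Every follow-up heart lay above every PLN-ASO treated heart of 7 weeks in the average over this list, at the smallest two-sided exact p that these group sizes allow (0.0571, 0.0571 and 0.133). Under fry the adjusted p was 0.17, 0.279 and 0.145. Without PLN-ASO replicate 3 at 7 weeks the median was 0.07 at 22 weeks (camera adjusted p = 0.119) and 0.09 at 26 weeks (0.0548). Across the alternatives the medians lay between 0.06 and 0.18, with a largest adjusted p of 0.711, and at 18 weeks the median lay between 0.036 and 0.15 when each library was left out in turn. Among the splits of the hearts, 9 of the 35 splits at 18 weeks and 11 of the 35 splits at 22 weeks gave a result as large. By this count of camera p other groupings are not excluded here, although the averages did not overlap. Age and dose stay open as well and were not tested. This list shares 32 genes with the unfolded protein response list, so the 2 results are not independent.

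The oxidative phosphorylation list was lower during follow-up than at 7 weeks under PLN-ASO, by a median of -0.32 at 22 weeks and -0.56 at 26 weeks, whereas -0.03 at 18 weeks did not pass the threshold. The value at 18 weeks depended on single hearts. It passed with male libraries alone (-0.13, camera adjusted p = 6.05e-05, with a largest of 0.922 across the alternatives), without PLN-ASO replicate 2 at 7 weeks (adjusted p = 0.00641), without replicate 2 at 18 weeks (0.0359) and, in the other direction, without replicate 3 at 18 weeks (median 0.07). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 and 57 of the 82 genes were lower at 22 and 26 weeks and 0 higher (43 and 72 lower and 0 higher adjusted over the list alone). A result as large arose in 31 of the 35 splits at 18 weeks and in 9 of the 35 splits at 22 weeks. For 2 hearts against 4 at 26 weeks no splits were counted. Across the alternatives the median at 22 weeks lay between -0.32 and -0.17 (largest adjusted p 0.672, camera with estimated correlation) and at 26 weeks between -0.68 and -0.37 (0.313, the same setting).

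A direct comparison of 26 with 18 weeks gave a median of -0.51 for this list (camera adjusted p = 2.48e-44, 0.0132 under fry and 0.149 with the estimated correlation). Both hearts of 26 weeks lay below all 3 of 18 weeks (two-sided exact permutation test, p = 0.2, the smallest that 2 against 3 allow). With offsets for gene length and GC content, chosen after values had been seen, the median was -0.40, and with sex as a covariate -0.49. The fall thus remained after each correction, which argues against a length and GC trend or the sex balance of the groups as its whole source. With the estimated correlation no setting brought the adjusted p below 0.13 (range 0.13 to 0.25), so a shared movement of these genes between single hearts may account for it. Age stays open and was not tested, since hearts of untreated mice of these ages were not analysed here.

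*Pln* and *Myh7* mRNA were higher in follow-up hearts than in PLN-ASO treated hearts of 7 weeks. For *Pln* the log2 fold change was 1.49 at 18 weeks, 1.27 at 22 weeks and 0.76 at 26 weeks, with ranges of 1.42 to 1.54, 1.19 to 1.32 and 0.43 to 0.81 across the alternatives. *Myh7* rose by 2.28 at 22 weeks (standard error 0.448, adjusted p = 0.00801 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 2.61 at 26 weeks (standard error 0.484, adjusted p = 0.0043). At 18 weeks 0.74 did not pass the threshold (edgeR adjusted p = 0.431). All hearts of 22 and 26 weeks had more *Myh7* mRNA than all 4 hearts of 7 weeks (two-sided exact permutation test, p = 0.0571 and 0.133, the smallest possible). At 22 weeks the call was lost without PLN-ASO replicate 2 of 22 weeks (1.91, edgeR adjusted p = 0.0576) and with male libraries alone (2.22, 0.0591). The value lay between 1.91 and 2.58 when each library was left out in turn and between 2.22 and 2.28 across the other alternatives. Reads shared by *Myh7* and *Myh6* could have been left uncounted or assigned to either gene, so this value is uncertain. Dose, which fell after the loading phase, and age were not tested apart.

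Some genes of macrophages were higher under PLN-ASO than under PBS at 7 weeks, in data that the paper does not discuss. *Cd68* was 12.3 ± 2.62 CPM (SD, n = 3) in wild-type, 62.3 ± 6.54 CPM (SD, n = 4) in PBS treated and 150 ± 28.3 CPM (SD, n = 4) in PLN-ASO treated hearts, a log2 fold change of 1.27 under PLN-ASO (standard error 0.136, adjusted p = 2.72e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of *Gpnmb*, *Trem2*, *Lyz1* and *Mmp12* were 0.93, 0.48, 2.85 and 1.29 (edgeR adjusted p = 0.00233, 0.00939, 3.76e-07 and 7.97e-05). In each of these 5 genes all 4 PLN-ASO treated hearts lay above all 4 PBS treated hearts (two-sided exact permutation test, p = 0.0286). *Trem2* did not pass with male libraries alone (0.36, edgeR adjusted p = 0.135, the largest across its alternatives, which gave 0.36 to 0.53). Reads shared by *Lyz1* and *Lyz2* could have been left uncounted or assigned to either gene. *Lgals3*, examined together with them, did not differ (0.02, edgeR adjusted p = 0.949).

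A rise of all macrophages alike as the source of these rises is argued against by the macrophage marker list. Of its 12 genes, 3 of which other lists hold, 6 were lower under PLN-ASO than under PBS at 7 weeks and 2 higher (*Cd68* and *Lyz2*) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the same counts adjusted over the list alone. Its median was -0.49 (camera adjusted p = 0.104). The list cannot show whether some kind of macrophage rose while another fell, so this stays open. A gene length and GC trend between libraries is argued against too, since 5 of the 5 genes stayed past the threshold with the offsets. All 5 genes were lower at both 18 and 22 weeks than at 7 weeks, past the threshold of edgeR's test. *Cd68* had log2 fold changes of -1.81 and -1.87, *Gpnmb* -2.21 and -1.91, *Trem2* -1.49 and -1.33, *Lyz1* -1.84 and -1.70, *Mmp12* -2.65 and -2.50, and *Lgals3* -1.74 and -1.49. A candidate explanation is uptake of PLN-ASO by phagocytes at the loading dose. It cannot be told apart from age, because the dose changed together with age and the genes were chosen for this pattern. The macrophage list as a whole also fell, by a median of -0.53 at 18 weeks and -0.60 at 22 weeks (camera adjusted p = 4.89e-06 and 0.00187).

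A set of 334 genes was lower under PLN-ASO at 7 weeks than in both PBS treated and wild-type hearts by edgeR's test, without a difference between the latter 2 groups. The paper does not report it. The lowest were *Pla2g2d* (log2 fold change against PBS -3.11), *Il1b* (-2.61), *Cd163* (-2.60), *Fhit* (-2.46), *Lin7a* (-2.00), *F13a1* (-1.87) and *Slc8a1* (-1.80). In follow-up hearts 321, 326 and 329 of the 334 genes had moved up at 18, 22 and 26 weeks, of which 17, 62 and 84 passed the threshold. Part of this upward movement arises without any effect, because the set was chosen for low values at 7 weeks. The number of these genes kept was 331 with DESeq2, 334 with RLE, 275 with sex as a covariate, 250 with the replicate block and 108 with male libraries alone.

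Near matches to the reverse complement of PLN-ASO#27 in spliced transcripts are argued against as the whole source of this set. Only 0.906% of its 331 annotated genes (*Nsf*, *Map4k5* and *Slc39a9*, each with 2 mismatches) hold one. The median in 10000 random sets of matched genes was 0.302% (0 to 1.21%, one-sided permutation test, p = 0.17). With so few such genes this test cannot exclude that near matches contribute. The search found no near match in spliced *Pln* transcripts either, whose best site has 4 mismatches. With offsets for gene length and GC content, 47.3% of the 334 genes stayed in the set, so such a trend may account for part of it but is argued against as the whole source. The median genomic span was 52290 bases, against 37730 in the random sets (33440 to 42680, the same permutation test, p = 1e-04, the smallest that 10000 sets can give). Long genes hold more intronic sequence that PLN-ASO could meet, and introns were not searched. However, 233 genes higher than in both groups had a median span of 7391 bases, against 11750 in their random sets (9920 to 14020, permutation p = 1e-04 for a shorter span). A trend with genomic span over all genes would leave both marks, so an effect on long introns is not separated from it. The median GC content of the lower set was 45.4%, against 48.2% in the random sets (permutation p = 1e-04 for a lower content). Each of these remains a hypothesis found and tested on the same libraries.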

How the results depend on the processing

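Results were recomputed under 39 settings, of which 19 leave out a replicate and 20 change another choice (17 planned and 3 added after values had been seen). Of 3080 recomputed values of 174 results, 2937 kept their direction and their side of the threshold, or for counts stayed within 1.5 times, or for values without a test stayed within their SD. The last kind includes *Pln* at 26 weeks against PBS, which was not past the threshold (-0.14, edgeR adjusted p = 0.725) and changed sign within that bound in 1 fit with a single heart of 26 weeks (-0.39 to 0.07 when each library was left out in turn). Of the values that answer a comparison directly, 411 of 454 did so and 0 reversed. A further 84 values of other results changed, of which 67 became weaker, 13 stronger and 4 moved, and 16 tested values of 5 results reversed. Unless stated otherwise, the cause was not tested.

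The counts of genes past the threshold of edgeR's quasi-likelihood test between PBS and wild-type, PLN-ASO and PBS, and PLN-ASO and wild-type stayed within 1.5 times under every setting run. During follow-up the counts moved more. DESeq2 gave 506 genes at 18 weeks and 1339 at 22 weeks against 7 weeks under PLN-ASO, in place of 272 and 808. A fit to only the 2 groups compared gave 127 genes at 26 weeks against PBS in place of 1088, with fewer libraries to estimate the spread. Male libraries alone, which leave fewer samples per group, gave 2949 genes at 18 weeks against PBS, and 102 and 137 genes at 18 and 22 weeks against 7 weeks. In that setting the genes passing at 22 weeks against 7 weeks were also more often higher (66.4% against 50.7%), and at 26 weeks it leaves 1 heart, so no count is given.

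The replicate block gave 632 genes at 26 weeks against PBS and 173, 536 and 754 genes at 18, 22 and 26 weeks against 7 weeks. The replicate numbers mark no shared litter or batch in the paper or the labels, and the 41 pairs of libraries with the same number in different groups had a median correlation of -0.02 (-0.36 to 0.35), of which 5 were over 0.1. They therefore do not pair the hearts, and a call lost under the block is not a weaker effect. With the replicate block *Atp2a2* at 22 weeks against 7 weeks changed from -0.05 to 0.013 (edgeR adjusted p = 0.981), neither of them past the threshold. Without 1 library its value lay between -0.14 and 0.052 across 7 fits.

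With the correlation between genes estimated from the data, camera no longer called most lists. Between PBS and wild-type the adjusted p was 0.0625 for fatty acid degradation (-1.05) and ECM-receptor interaction (0.89), 0.165 for protein processing in the endoplasmic reticulum (0.27) and 0.0639 for the unfolded protein response (1.01). Between PLN-ASO and PBS it was 0.061 for fatty acid degradation (0.78) and oxidative phosphorylation (0.85) and 0.0548 for ECM-receptor interaction (-0.42), protein processing in the endoplasmic reticulum (-0.30) and the unfolded protein response (-0.80). At 18 and 22 weeks against PBS the unfolded protein response list had 0.0646 (-0.58) and 0.0539 (-0.74). The medians are the same by construction, and a higher correlation widens the test's spread. These are the largest adjusted p across the alternatives of these results.

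The complement and coagulation list between PLN-ASO and PBS had a median of 0 without a filter on low counts (camera adjusted p = 0.0383), where members with hardly any counts enter, and of 0.062 with the nearest Reactome set (0.784, the largest across its alternatives, which gave -0.27 to 0.062). The same kind of Reactome set gave -0.019 for the unfolded protein response at 18 weeks against 7 weeks. With offsets for gene length and GC content *Lgals3* between PLN-ASO and PBS had -0.18 (edgeR adjusted p = 0.473) and the oxidative phosphorylation list at 18 weeks against 7 weeks 0.015 (camera adjusted p = 0.415). With offsets whose level is not centred these were -0.19 (0.46) and 0.025 (0.349). Neither *Lgals3* nor this list was past the threshold before. Without 1 library *Lgals3* lay between -0.23 and 0.17 across 8 fits and the oxidative phosphorylation list at 18 weeks between -0.088 and 0.071 across 7. The offsets with uncentred level shifted the median of all genes by -0.13 for PBS and -0.11 for PLN-ASO against wild-type, and 42.1% and 35.2% of the genes past the threshold were then higher, against 52.3% and 52.5%.

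Counting any move back toward wild-type, whatever its size, gave 7036 reversed genes in place of 4198, because it asks for no test. The share of PC1 was 75.8% with the variance-stabilizing transformation, 63.2% with log2 CPM, 62.9% with all genes kept by filterByExpr and 59.4% with all 19 libraries, and between 69.4% and 76.5% when each of the 11 libraries was left out. The PC1 position of PLN-ASO treated hearts kept its side under all of these, none of which used male hearts alone or left out sex-linked genes.

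Leaving out single libraries moved counts during follow-up. At 22 weeks against PBS they were between 2044 and 3580 across 7 fits, with 2044 without 22-week replicate 1. Against 7 weeks they were between 138 and 263 at 18 weeks across 7 fits, with 138 and 149 without 18-week replicates 3 and 2, and 155, 178 and 180 without 7-week replicates 2, 1 and 3. At 22 weeks against 7 weeks they were between 165 and 648 across 7 fits, with 165, 338 and 473 without 22-week replicates 2, 3 and 1, and 460, 496 and 485 without 7-week replicates 1, 2 and 3. At 26 weeks against 7 weeks they were between 777 and 1421 across 4 fits, with 777 without 7-week replicate 3. Leaving out either heart of 26 weeks leaves 1, and no count was made.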

Differences from the paper's values

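None of the 16 values that the paper states for a measure computed here differed from the value in the counts by more than the larger error and 1.5 times. The same holds for the 233 values under the alternatives. Most of these are differences from PBS in Supplementary Fig. 6, whose scale is not stated, and they were compared as if the PBS mean were 1. In the points below the counts and a statement of the paper differ in a gene, a pathway or a call of significance, for some of them only under part of the settings.

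The paper describes *Atp2a2* mRNA as not altered by PLN-ASO in these mice. In the counts it rose by 0.92 on the log2 scale at 7 weeks (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.000926). It lay between 0.73 and 1.09 when each library was left out in turn and between 0.91 and 1.06 across the other alternatives, both those set before the data were examined and those added later. The largest edgeR adjusted p among all of these was 0.0148, so none brought it to the other side of the threshold. In the statistics of the paper's qPCR (Supplementary Fig. 6) the difference has the same direction and is not significant.

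In the same qPCR statistics the difference of *Acta1* between PLN-ASO and PBS has the same direction as in the counts and is not significant. In the counts it rose by 1.05 (edgeR adjusted p = 0.0245, between 0.76 and 1.10 across the alternatives). It did not pass the threshold with male libraries alone (edgeR adjusted p = 0.0958), without PBS replicate 1 (0.055), without PLN-ASO replicate 1 (0.0706) or with offsets for gene length and GC content (0.0522), which were chosen after values had been seen.

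The paper names protein processing in the endoplasmic reticulum among the functions of the genes that contribute most to PC1 and of those reversed by PLN-ASO. Of the hand-written list for this pathway, 1 gene was among the 200 largest PC1 loadings on the PBS side (one-sided Fisher's exact test, adjusted p = 1), and 4 were among the 500 largest (adjusted p = 0.815). This point concerns the part on PC1 alone, since the list as a whole was lower under PLN-ASO than under PBS, and the unfolded protein response list, which shares 32 genes with it, was enriched among the 200 loadings.

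Beyond the results on protein processing, the paper reports no altered Ca2+ related pathway. The Ca2+ handling list did not pass the threshold between PLN-ASO and PBS at 7 weeks (0.15, camera adjusted p = 0.0616). It passed with DESeq2 (0.0191), without a filter on low counts (0.0315), with male libraries alone (0.0195), under fry (0.00364) and with offsets for gene length and GC content (0.0281), the last chosen after values had been seen. It also passed without PBS replicate 1, 2 or 4. The median lay between 0.09 and 0.21 when each library was left out in turn and between 0.12 and 0.19 across the other alternatives, with a largest adjusted p of 0.282. During follow-up it passed against PBS at 18, 22 and 26 weeks, with medians of 0.10, 0.08 and 0.14.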

Other observations

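Of the tests in this part, those of the pathway lists with the offsets, of a lower share of cardiomyocytes, of a shared recovery of cardiomyocyte transcripts and of a shared fall of these transcripts at 26 weeks were chosen only after the result was seen, and the test without mitochondrial genes after other values had been seen.

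The results of models over all genes were recomputed for every split of the same hearts into groups of the same sizes, 35 in each comparison. For the number of genes past the threshold, only the real split, 1 of the 35 splits, gave as many genes. This held for PBS against wild-type, PLN-ASO against PBS, PLN-ASO against wild-type, 18 and 22 weeks against PBS, 18 and 22 weeks against 7 weeks and the number of reversed genes, each with 1 of the 35 splits. Between PBS and wild-type, fatty acid degradation, branched-chain amino acid degradation, the unfolded protein response and the complement list each had a result as large in 1 of the 35 splits. Oxidative phosphorylation did so in 3 of the 35 splits, ECM-receptor interaction and Ca2+ handling in 4 of the 35 splits each, and protein processing in the endoplasmic reticulum in 9 of the 35 splits. Between PLN-ASO and PBS, oxidative phosphorylation had 1 of the 35 splits, and ECM-receptor interaction, protein processing in the endoplasmic reticulum and the unfolded protein response 2 of the 35 splits each. Fatty acid degradation had 3 of the 35 splits, branched-chain amino acid degradation and the complement list 4 of the 35 splits each, and Ca2+ handling 17 of the 35 splits. At 18 weeks against PBS, oxidative phosphorylation had 1 of the 35 splits, the unfolded protein response 3 of the 35 splits and protein processing in the endoplasmic reticulum 8 of the 35 splits. At 22 weeks against PBS these lists had 5, 1 and 3 of the 35 splits. These counts compare camera's p, and for a list with 2 or more of the 35 splits the share is above 0.05. Averaged over the genes of a list, however, the hearts of the 2 groups did not overlap for any of the lists in these comparisons. Exact permutation tests of these averages, two-sided, gave the smallest p that the group sizes allow (0.0286 for 4 against 4 and 0.0571 for 3 against 4), so the counts for these lists concern the size of camera's p more than the separation of the groups.

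Sex was examined because all wild-type libraries are from male mice. With male libraries alone, 7252 genes passed the threshold between PBS and wild-type in place of 8110, which argues against sex as the whole source of this difference. A gene length and GC trend between libraries is argued against as the whole source of the list results between PLN-ASO and PBS at 7 weeks, since 7 of the 7 lists past the threshold stayed past it in the same direction with the offsets. Neither test excludes a contribution to single genes. The earlier collection of the wild-type material was not tested as a source.

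The marker lists of cell types were compared between PBS treated and wild-type hearts and between PLN-ASO and PBS at 7 weeks, with camera and adjustment over the 7 lists, and with counts of genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cardiomyocyte markers (12 genes, 1 in another list) had medians of -1.52 and 1.20 (camera adjusted p = 4.18e-06 and 7.24e-07), with 12 genes lower and then 11 higher (12 and 12 adjusted over the list alone). Fibroblast markers (12 genes, 2 in another list) had medians of 1.48 and -0.68 (1.4e-05 and 0.00135), with 10 genes higher, and then 8 lower and 2 higher. Activated fibroblast markers (10 genes, 4 in another list) had medians of 5.06 and -2.97 (1.03e-07 and 5.15e-08), with 9 genes higher, and then 9 lower and 1 higher. Endothelial markers (12 genes, none in another list) had medians of -0.33 and 0.20 (0.00108 and 0.0816), with 6 genes lower and then 4 higher. For the macrophage list the median between PBS and wild-type was 2.01 (1.03e-07), with 11 of its 12 genes higher. Pericyte and smooth muscle markers (8 genes, 1 in another list) had medians of -0.47 and 0.44 (0.0354 and 0.169), with 4 genes lower and 2 higher, and then 4 higher. T and B cell markers (10 genes, none in another list) had medians of 2.03 and -0.54 (0.00792 and 0.312), the first 1.78 with *Cd3d* at its bound, with 7 genes higher, and then 1 higher and 2 lower. In each list every gene has counts in these hearts, so the markers measure whole tissue.

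A lower share of cardiomyocytes could lower the fatty acid degradation and oxidative phosphorylation lists in PBS treated hearts. If nothing else changed, it would raise the markers of every other cell type alike. The endothelial markers were lower (-0.33) while the macrophage markers were higher, so the other cell types did not move alike. This cannot decide the question, because more fibroblasts or macrophages would lower the shares of cardiomyocytes and endothelial cells together. The cardiomyocyte markers fell by more (-1.52) than the fatty acid degradation (-1.05) and oxidative phosphorylation lists (-0.99). A lower share of cardiomyocytes and a change of other cell types both stay open.

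*Atp2a2* mRNA was higher under PLN-ASO than under PBS at 7 weeks by 0.92 on the log2 scale, within the range of the 12 cardiomyocyte markers (0.25 to 2.30). This is consistent with a shared recovery of cardiomyocyte transcripts, which remains a hypothesis because it was found and tested on the same data. Mitochondrial genes took 24.2% ± 1.50 (SD, n = 3) of the counts in wild-type, 13.1% ± 0.781 (SD, n = 4) in PBS treated and 19.4% ± 1.74 (SD, n = 4) in PLN-ASO treated hearts. Without these genes, a choice added after values had been seen, the edgeR adjusted p of *Atp2a2* was 0.000991 (0.000926 with them, and at most 0.0148 across its alternatives). The mitochondrial share of the counts is thereby argued against as the source. Reads shared with *Atp2a1* could have been left uncounted or assigned to either gene, so this value is uncertain.

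Between 18 and 26 weeks the cardiomyocyte markers fell by a median of 0.40, beside the fall of *Pln* that did not pass the threshold. The ratio of *Pln* to *Atp2a2* did not separate these ages (two-sided exact permutation test, p = 0.6, where 2 hearts against 3 allow no p under 0.2). *Atp2a2* had a log2 fold change of -0.57 (standard error 0.249, edgeR adjusted p = 0.265), which did not pass the threshold either. A fall of *Pln* of its own was not told apart here from a shared fall of cardiomyocyte transcripts. The ratio was compared by permutation alone, and *Pln* was not tested against these transcripts within the model.

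Between follow-up ages, 0 genes passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 22 against 18 weeks (1243 at an unadjusted p under 0.05) and at 26 against 22 weeks (693). At 26 against 18 weeks, 28 genes were higher and 15 lower. Against wild-type hearts of 7 weeks, 3111, 3935 and 4686 genes differed at 18, 22 and 26 weeks. With all 19 libraries in the principal components, the PC1 position between the PBS mean (0%) and the wild-type mean (100%) was 54.2% under PLN-ASO at 7 weeks. It was 51.2% at 18 weeks (44.5 to 62.6), 37.6% at 22 weeks (24.3 to 47.9) and 26.6% at 26 weeks (22.8 to 30.3). Activated fibroblast markers were higher at 22 and 26 weeks than at 7 weeks under PLN-ASO, by medians of 1.88 and 2.09 (camera adjusted p = 1.97e-08 and 1.54e-07). Of the genes chosen after their values were seen, *Ccn5* fell by 2.92 under PLN-ASO at 7 weeks (edgeR adjusted p = 1.34e-06) and rose by 2.25 at 22 weeks against 7 weeks (0.000356), and *Palmd* fell by 1.51 (5.26e-07). No explanation of these values was tested, and age and dose changed together.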
